# Maternal Dppa2 and Dppa4 are dispensable for zygotic genome activation but important for offspring survival

**DOI:** 10.1242/dev.200191

**Published:** 2021-12-21

**Authors:** Oana Kubinyecz, Fatima Santos, Deborah Drage, Wolf Reik, Melanie A. Eckersley-Maslin

**Keywords:** Dppa2, Dppa4, Embryo, Epigenetics, Maternal factors, Zygotic genome activation, Mouse

## Abstract

Zygotic genome activation (ZGA) represents the initiation of transcription following fertilisation. Despite its importance, we know little of the molecular events that initiate mammalian ZGA *in vivo*. Recent *in vitro* studies in mouse embryonic stem cells have revealed developmental pluripotency associated 2 and 4 (Dppa2/4) as key regulators of ZGA-associated transcription. However, their roles in initiating ZGA *in vivo* remain unexplored. We reveal that Dppa2/4 proteins are present in the nucleus at all stages of preimplantation development and associate with mitotic chromatin. We generated conditional single and double maternal knockout mouse models to deplete maternal stores of Dppa2/4. Importantly, *Dppa2/4* maternal knockout mice were fertile when mated with wild-type males. Immunofluorescence and transcriptome analyses of two-cell embryos revealed that, although ZGA took place, there were subtle defects in embryos that lacked maternal Dppa2/4. Strikingly, heterozygous offspring that inherited the null allele maternally had higher preweaning lethality than those that inherited the null allele paternally. Together, our results show that although Dppa2/4 are dispensable for ZGA transcription, maternal stores have an important role in offspring survival, potentially via epigenetic priming of developmental genes.

## Abstract (precis)

**Summary:** Conditional knockout mouse models reveal maternal stores of Dppa2 and Dppa4 are dispensable for zygotic genome activation, contrasting findings in embryonic stem cells. However, both maternal and zygotic Dppa2/4 are required for development.

## INTRODUCTION

One of the first developmental milestones following fertilisation is transcriptional activation of the embryonic genome. This process, termed zygotic genome activation (ZGA) is part of the maternal-to-zygotic transition and considered essential for development to progress. It occurs in two phases: a minor wave at the late zygote/early two-cell stage and a major wave at the middle to late two-cell stage in mouse (four- to eight-cell stage in humans). At the time of ZGA, the preimplantation embryo undergoes dramatic epigenetic reprogramming (reviewed by Eckersley-Maslin et al., 2018); however, we have limited understanding of the maternal factors that regulate ZGA and epigenetic reprogramming *in vivo*, mostly due to complex genetics and limited cell numbers.

More recently, the field has modelled ZGA using a spontaneously occurring rare subpopulation of mouse embryonic stem cells (ESCs), termed 2C-like cells (Macfarlan et al., 2012). These cells share many of the epigenetic and transcriptional features of the two-cell embryo (reviewed by Eckersley-Maslin et al., 2018; Genet and Torres-Padilla, 2020) and recent studies have exploited these similarities to screen for regulators of ZGA-associated transcription *in vitro* (Alda-Catalinas et al., 2020; Eckersley-Maslin et al., 2019; Grow et al., 2021; Hu et al., 2020; Rodriguez-Terrones et al., 2018; Zhao et al., 2018). From these and other studies, the dimerising nuclear proteins developmental pluripotency associated 2 (Dppa2) and 4 (Dppa4) were identified as potent inducers of the 2C-like state (De Iaco et al., 2019; Eckersley-Maslin et al., 2019; Yan et al., 2019). In ESCs, Dppa2/4 directly bind to and induce transcription of the *Dux* transcription factor gene, which in turn regulates expression of downstream ZGA targets (De Iaco et al., 2017; Hendrickson et al., 2017; Whiddon et al., 2017). In addition, Dppa2/4 also regulate other transcripts outside of the Dux network, including LINE-1 elements (De Iaco et al., 2019; Gretarsson and Hackett, 2020) and a subset of bivalently marked developmental genes (Eckersley-Maslin et al., 2020; Gretarsson and Hackett, 2020).

*Dppa2/4* transcripts are present in mature oocytes, further upregulated during ZGA and persist throughout preimplantation development, only for their transcription to be silenced by DNA methylation upon gastrulation at embryonic day (E)6.5 (Eckersley-Maslin et al., 2019; Maldonado-Saldivia et al., 2007). Although single and double *Dppa2/4* zygotic knockout mice survive embryogenesis, they succumb to lung and skeletal defects shortly after birth, despite the gene products not being expressed in these tissues (Madan et al., 2009; Nakamura et al., 2011). This suggests they act by priming the epigenetic landscape earlier in development to enable successful development to take place (reviewed by Eckersley-Maslin, 2020; Watabe, 2012; Zlotorynski, 2020). However, the role Dppa2/4 have in preimplantation embryos remains elusive as current zygotic knockout models are confounded by maternal deposits of these proteins, and homozygous *Dppa2/4* knockout mice have near 100% lethality.

To assess the importance of maternal Dppa2/4 in early embryonic development, including ZGA, we generated conditional single and double knockout mouse models to deplete maternal stores of Dppa2/4 in growing oocytes. Maternal knockout *Dppa2/4* mice are fertile and give rise to viable offspring. Furthermore, molecular analyses reveal that ZGA takes place in two-cell embryos derived from maternal knockouts, indicating that Dppa2/4 is not required to initiate ZGA *in vivo*. However, heterozygote offspring from maternal knockouts have increased preweaning mortality compared with those from paternal knockouts. Therefore, although dispensable for ZGA to take place, maternal stores of Dppa2/4 have an important role in offspring survival.

## RESULTS

### Dppa2/4 proteins localise to euchromatin in preimplantation embryos and associate with mitotic chromatin

*Dppa2/4* transcripts are present in growing and mature oocytes and throughout preimplantation development (Eckersley-Maslin et al., 2019) (Fig. S1A); however, protein localisation has not been systematically assessed at these developmental stages. Immunofluorescence staining on wild-type (WT) C57Bl/6 mouse embryos derived from natural matings confirmed the presence of Dppa4, but not Dppa2, in MII oocytes and zygotes (Fig. 1A). Dppa4 protein was present in both pronuclei by postnatal day (P)3 before the minor wave of ZGA (Fig. S1B). There was a marked increase in protein levels from the two-cell stage onwards following DNA replication (Fig. S1C) consistent with the transcriptional upregulation of Dppa2/4 during the major wave of ZGA (Fig. S1A). Protein levels and nuclear localisation of Dppa2/4 remained constant and in all blastomeres from the two-cell stage through to the morula and blastocyst stage. At all stages, there was colocalisation of Dppa2 and Dppa4 proteins with each other consistent with them forming heterodimers (Nakamura et al., 2011).

**Fig. 1.**
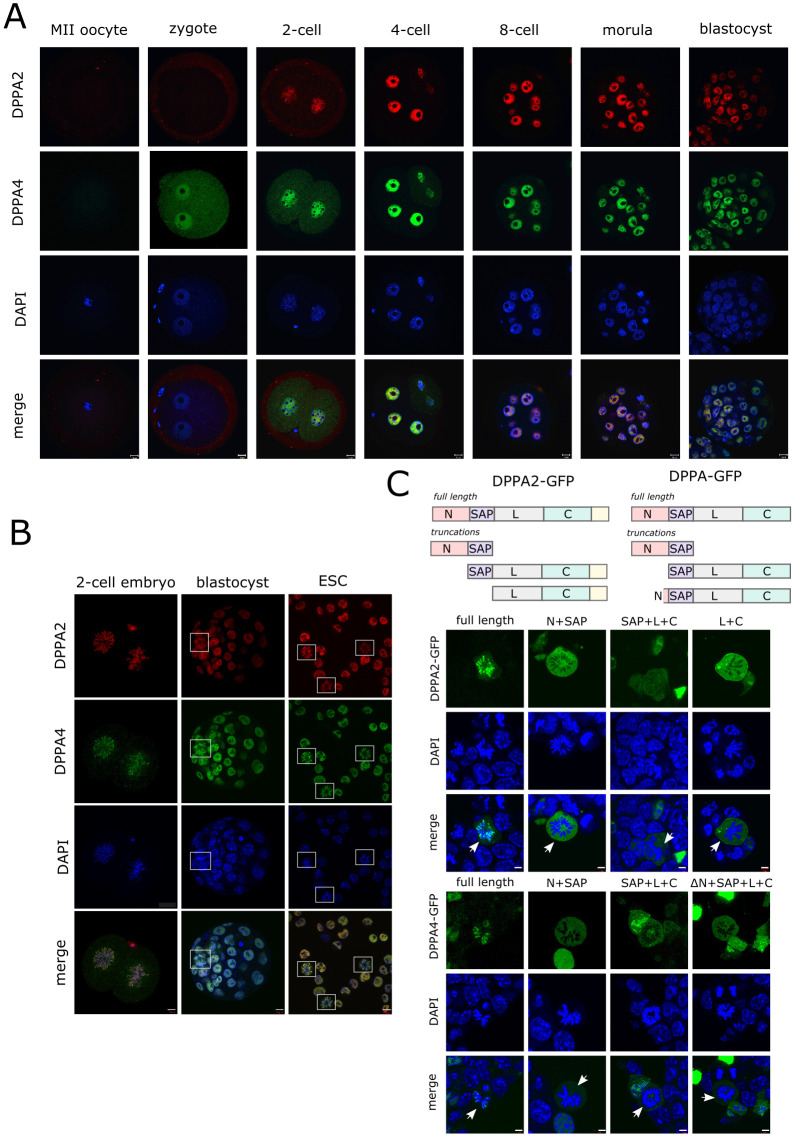
**Dppa2/4 localise to euchromatin in preimplantation embryos and associate with mitotic chromatin.** (A) Immunofluorescence staining of WT mouse MII oocytes and preimplantation embryos with Dppa2 (red), Dppa4 (green) and DAPI nuclear stain (blue). (B) Immunofluorescence staining of WT two-cell embryos (left), blastocysts (middle) or mouse ESCs (right) for Dppa2 (red), Dppa4 (green), DAPI nuclear stain (blue). Mitotic cells are denoted by boxes. (C) Top: schematic of truncations analysed (not to scale). N-terminus (N), SAP, linker (L) or C-terminus (C) domains are denoted. Middle/bottom: localisation of Dppa2-GFP (middle) or Dppa4-GFP (bottom) constructs in mouse ESCs. Full length (left) or truncations (right three) were transiently transfected into cells. Arrows denote mitotic cells. Scale bars: 10 µm (A,B); 5 µm (C).

In interphase cells, Dppa2/4 protein was predominantly euchromatic, as previously reported (Masaki et al., 2007, 2010; Nakamura et al., 2011). Remarkably, we observed strong Dppa2/4 binding to mitotic chromatin in both embryos and ESCs (Fig. 1B), consistent with recent proteomic profiling of mitotic chromatin in ESCs (Djeghloul et al., 2020). To determine whether there was a particular region of Dppa2/4 that was responsible for this mitotic binding, we analysed a series of GFP-tagged truncated constructs in ESCs (Fig. 1C). Dppa2/4 contain a SAP domain and a C-terminal domain that bind RNA/DNA and histones, respectively (Masaki et al., 2010). Although full length Dppa2 and Dppa4 bound mitotic chromatin, all truncations analysed lost this ability despite retaining their nuclear localisation in non-mitotic cells. This indicates that multiple regions of the protein, including the SAP domain, N-terminus and C-terminus, are required together for mitotic binding, and that neither domain on its own is sufficient.

### Maternal *Dppa2/4* single and double knockout mice are fertile

Having validated the presence of Dppa2/4 protein in preimplantation embryos, we next generated conditional knockout mouse models for *Dppa2/4*. For the single conditional knockouts, LoxP sites were introduced either side of exon 2 of *Dppa2* or *Dppa4* (Fig. 2A; supplemental Materials and Methods). *Dppa2/4* genes are located in tandem on mouse chromosome 16 with no annotated intervening genes. This allowed us to generate a conditional double knockout mouse model by introducing LoxP sites upstream of *Dppa4* exon 2 and downstream of *Dppa2* exon 7 (Fig. 2A). 

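In the annotation of the GRCm38 assembly (GENCODE), *Dppa4* lies on chromosome 16 from 48283733 to 48294237 and *Dppa2* from 48303908 to 48319723, both on the forward strand and both protein-coding. The deposited table gives the same coordinates for both genes. The 9670 bp between the end of *Dppa4* and the start of *Dppa2* contain 0 annotated genes of any type on either strand.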

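In the principal *Dppa4* transcript, which has 7 exons, exon 2 spans 48287878 to 48287995 on chromosome 16 (GRCm38). *Dppa2* has 2 principal transcripts in this annotation. In the one with 7 exons, exon 7 is the last exon and spans 48318633 to 48319723. In the other, which starts further upstream and has 8 exons, the same stretch is exon 8. The distance from the first base of *Dppa4* exon 2 to the last base of this *Dppa2* exon is 31846 bp, and exon 1 of *Dppa4* lies outside it.

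**Figure D1:**
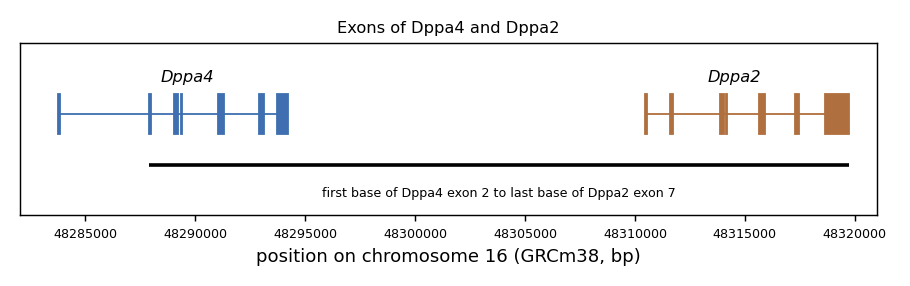
Exons of *Dppa4* and *Dppa2* (boxes) against position on chromosome 16 of GRCm38 in bp, for the principal transcripts with 7 exons each. The black bar runs from the first base of *Dppa4* exon 2 to the last base of *Dppa2* exon 7, a distance of 31846 bp; the exact positions of the LoxP sites are not drawn.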

Conditional knockout mice (Fig. 2B) were crossed with Zp3-Cre males to delete *Dppa2* and/or *Dppa4* in growing oocytes and generate maternal knockouts (denoted as Dppa2^m−^ and Dppa4^m−^, and Dppa2/4^m−^ for the single and double maternal knockouts, respectively).

**Fig. 2.**
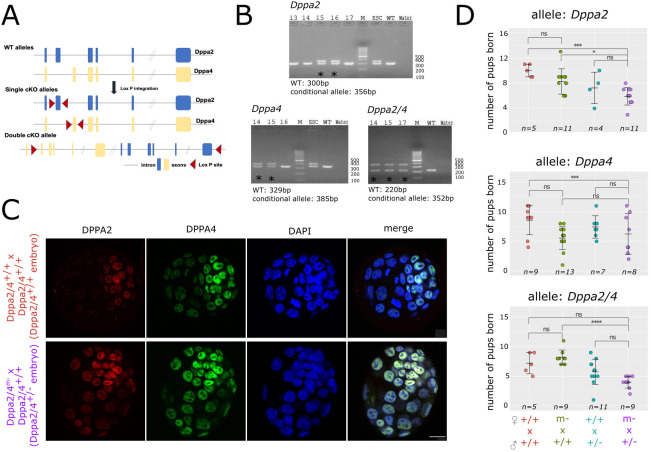
**Maternal Dppa2/4 single and double knockout mice are fertile.** (A) Schematic of conditional knockout alleles (cKO, not to scale) showing exons (boxes) bounded by LoxP sites (red triangles), *Dppa2* allele is shown in blue, *Dppa4* allele in yellow. (B) Genotyping PCR confirming successful generation of heterozygous mice for *Dppa2* (top), *Dppa4* (bottom left) or *Dppa2/4* (bottom right) conditional allele. Asterisk denotes heterozygous founding animals. (C) Immunofluorescence staining of blastocysts collected from Dppa2/4^+/+^ (top) or Dppa2/4^m−^ (bottom) females crossed with Dppa2/4^+/+^ fathers for Dppa2 (red), Dppa4 (green) and DAPI nuclear stain (blue). Additional embryos are in Fig. S2A. (D) Litter size for *Dppa2* (top), *Dppa4* (middle) or *Dppa2/4* (bottom) conditional knockout alleles. Each dot represents an individual litter. Error bars represent mean±s.d. Number of litters analysed (*n*) is shown. *P<0.05, ***P<0.001, ****P<0.0001 (one-way Anova with Tukey multiple comparisons test). ns, non significant. Scale bar: 20 µm.

We first assessed whether maternal stores of Dppa2/4 are required to form blastocysts. We crossed control or Dppa2/4^m−^ females with Dppa2/4^+/+^ males and collected the heterozygous Dppa2/4^+/−^ embryos at E3.5. We readily collected phenotypically normal blastocysts from Dppa2/4^m−^ females (Fig. 2C; Fig. S2A). These embryos expressed Dppa2/4 protein from the paternally inherited WT allele, suggesting that ZGA had taken place. Therefore, maternal Dppa2/4 is not required for blastocyst development.

To determine whether maternal Dppa2/4 are required for complete embryonic development, we crossed the Dppa2^m−^, Dppa4^m−^ and Dppa2/4^m−^ with WT males and monitored litter size and survival. All three genotypes repeatedly gave rise to live litters when crossed with WT males (Fig. 2D). There was a tendency for the resulting litter sizes to be smaller, suggesting decreased offspring survival; however, additional matings need to be analysed to assess this comprehensively. In summary, these results indicate that maternal stores of Dppa2/4 are not required to generate live offspring.

### Two-cell embryos from maternal knockout females undergo successful ZGA with subtle differences

Although Dppa2/4^m−^ females give rise to offspring, their litters had a tendency to be smaller than their WT counterparts. Therefore, we analysed two-cell embryos at a molecular level to determine whether there were any ZGA defects. First, we collected two-cell embryos from WT or maternal knockout females of all three genotypes crossed with WT males and performed immunofluorescence for the MERVL endogenous retrovirus GAG protein (Fig. 3A) which is used as a marker for ZGA (Kigami et al., 2003; Peaston et al., 2004). As expected, embryos from Dppa2/4^+/+^×Dppa2/4^+/+^ crosses had high levels of cytoplasmic MERVL GAG protein, indicating that ZGA had taken place. Heterozygous Dppa2^+/−^, Dppa4^+/−^ and Dppa2/4^+/−^ embryos from maternal knockout females all had reduced yet detectable levels of Dppa2 and Dppa4 proteins (Fig. 3A,B), indicating expression from the paternal allele. Furthermore, in the single knockouts the absence of one protein led to destabilisation of the other, consistent with what has been observed in ESCs (Eckersley-Maslin et al., 2019; Eckersley-Maslin et al., 2020). Notably, all embryos derived from maternal knockout females crossed with WT males had detectable MERVL GAG protein, indicating ZGA had successfully taken place. However, both single Dppa4^+/−^ and double Dppa2/4^+/−^ embryos had lower MERVL levels than their Dppa2/4^+/+^ counterparts (Fig. 3A,B), suggesting that DPPA4 may have a subtle role in modulating ZGA.

**Fig. 3.**
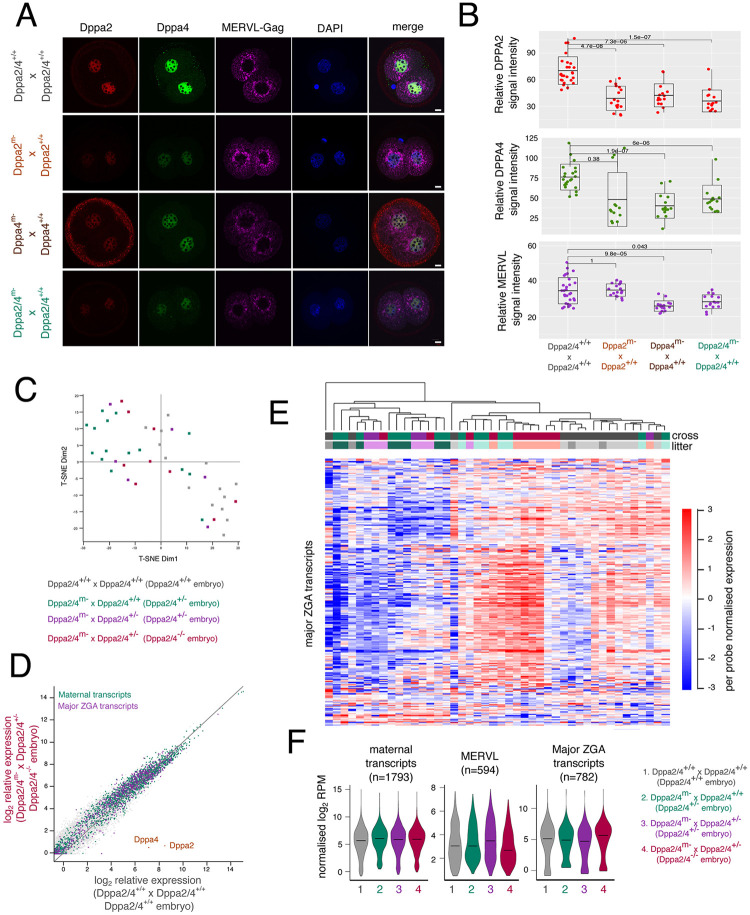
**Two-cell embryos from maternal knockout females undergo successful ZGA with subtle differences.** (A) Immunofluorescence staining of two-cell embryos derived from Dppa2/4^+/+^, Dppa2^m−^, Dppa4^m−^ or Dppa2/4^m−^ females crossed with WT fathers, for Dppa2 (red), Dppa4 (green), MERVL-GAG protein (magenta) and DAPI nuclear stain (blue). Single *z*-slices shown. (B) Relative quantification of MERVL cytoplasmic signal intensity of two-cell embryos in A. Differences are statistically significant and *P*-values denoted (Wilcoxon test with Bonferroni correction for multiple comparisons). (C) T-SNE plot of individual two-cell embryos that are Dppa2/4^+/+^ (grey), Dppa2/4^+/−^ (green, purple) or Dppa2/4^−/−^ (red). (D) Scatterplot between Dppa2/4^+/+^ and Dppa2/4^−/−^ two-cell embryos highlighting maternal transcripts (green) and major ZGA transcripts (purple). (E) Per probe normalised heatmap showing relative expression of major ZGA transcripts in two-cell embryos. Genotype and litter of the embryos are denoted and do not cluster together. (F) Normalised expression of maternal transcripts, MERVL and major ZGA transcripts in the different embryo genotypes. Violin plot shows kernel density plot with median shown (black line). Scale bars: 10 µm.

To determine more globally whether there are any defects in ZGA, we performed single-embryo RNA-seq to comprehensively survey the transcriptome in two-cell embryos. 

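The single-embryo data comprise 44 two-cell embryos, each sequenced as its own library. The authors mapped the reads to GRCm38, kept those with a MAPQ score of at least 20, and quantified 35269 mRNA probes in SeqMonk as log2 RPM, without regard to strand. In the deposited values a gene without reads stands at the value of 0.9 read, so the lowest value in an embryo depends on its depth and ranged from -1.81 to 1.86 on the log2 scale. Counted in units of that lowest value, 99.9997% of the values corresponded to whole reads within 0.05 read, which gives the number of reads behind each value and the total each embryo was divided by. From there, genes with a mean log2 RPM of at least 0 over all embryos (16412 genes) were tested with limma in a single model of the 4 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05.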

Three matings were set up: Dppa2/4^+/+^ females with Dppa2/4^+/+^ males as controls in which all embryos would be Dppa2/4^+/+^; Dppa2/4^m−^ females with Dppa2/4^+/+^ males in which all embryos would be Dppa2/4^+/−^; and Dppa2/4^m−^ females with Dppa2/4^+/−^ males in which half the embryos would be expected to be Dppa2/4^+/−^ and half Dppa2/4^−/−^. 

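The labels assign the 44 embryos to 6 litters, with 2 litters from each of the 3 matings. There were 14 Dppa2/4+/+ embryos (10 and 4 from the 2 litters), 15 Dppa2/4+/- embryos sired by Dppa2/4+/+ males (7 and 8), 5 Dppa2/4+/- embryos sired by Dppa2/4+/- males (4 and 1) and 10 Dppa2/4-/- embryos (3 and 7). The last 2 groups share their litters, whereas every other litter belongs to a single group, so that litter and group cannot be told apart in the comparisons with Dppa2/4+/+ embryos. Depth differed between the groups. The Dppa2/4+/+ embryos had between 637704 and 3163026 total reads (median 1770010), the Dppa2/4+/- embryos sired by Dppa2/4+/+ males between 247667 and 1830316 (median 528166), the Dppa2/4+/- embryos sired by Dppa2/4+/- males between 698469 and 2136068 (median 1108889), and the Dppa2/4-/- embryos between 418558 and 3048642 (median 803369). The median number of genes with at least 1 read was 12247, 11471, 12068 and 12041 in the same order. In 10 simulated data sets with the depths of these embryos and no changed gene, the test called a median of 2131.5 genes higher and 28 lower in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males than in the Dppa2/4+/+ embryos. With every value below 1.86, the highest zero-read value of any embryo, set to 1.86 (a common floor), the simulated data gave a median of 0 calls in that comparison. The gene counts and scores of the other 3 groups against Dppa2/4+/+ embryos are therefore given with this common floor as well.

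**Figure D2:**
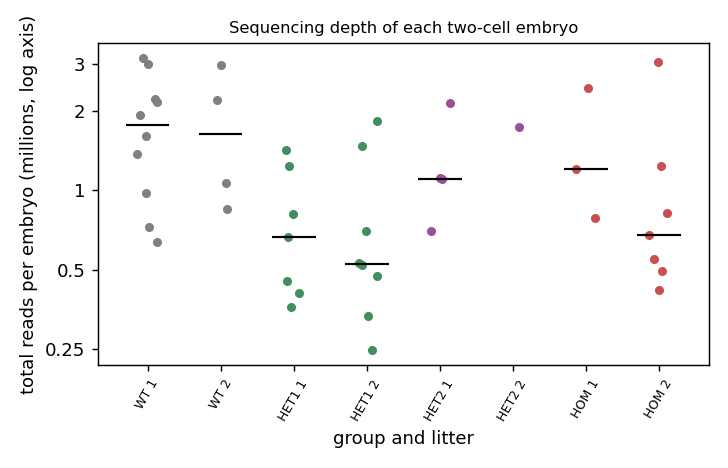
Total reads per embryo on a log axis, by group and litter (1 or 2); WT, Dppa2/4+/+ embryos; HET1, Dppa2/4+/- embryos sired by Dppa2/4+/+ males; HET2, Dppa2/4+/- embryos sired by Dppa2/4+/- males; HOM, Dppa2/4-/- embryos. Points are embryos and lines are litter medians. The median of all embryos of a group is highest in the Dppa2/4+/+ embryos (1770010) and lowest in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males (528166).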

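*Dppa2* and *Dppa4* transcripts were present in each of the 14 Dppa2/4+/+ embryos, at a log2 RPM of 8.46 ± 0.55 (SD, n = 14) for *Dppa2* and 7.13 ± 0.56 (SD, n = 14) for *Dppa4*. *Dppa2* stood at 6.47 ± 1.02 (SD, n = 15) in the 15 Dppa2/4+/- embryos sired by Dppa2/4+/+ males, a log2 difference from Dppa2/4+/+ embryos of -1.99 (standard error 0.36, adjusted p = 0.00089, limma). *Dppa4* stood at 5.50 ± 1.19 (SD, n = 15), a log2 difference of -1.63 (standard error 0.36, adjusted p = 0.0025, limma). The 2 litters of this group differed: mean *Dppa2* was 7.30 in the first and 5.74 in the second, and mean *Dppa4* was 6.46 and 4.67. Without the second litter, the difference in *Dppa2* was -1.15 (adjusted p = 0.091, limma) and that in *Dppa4* was -0.67 (adjusted p = 0.24, limma). With litter as a random effect the differences were -1.93 and -1.60, with an adjusted p of 0.11 and 0.12 (limma). In the other 8 of 10 alternatives, both genes kept an adjusted p under 0.05. Among embryos of Dppa2/4 m- females and Dppa2/4+/- males, 5 carried between 19 and 814 *Dppa2* reads and between 27 and 94 *Dppa4* reads and are labelled Dppa2/4+/-. One of these, the only one from the second litter, had a *Dppa2* value of 8.88, within the range of the Dppa2/4+/+ embryos. The 10 embryos labelled Dppa2/4-/- carried at most 7 *Dppa2* and 5 *Dppa4* reads, and 7 of them had no *Dppa2* read. Since these 2 labels rest on the transcripts themselves, a lower level of *Dppa2* or *Dppa4* in the Dppa2/4-/- embryos follows from the assignment, and the levels in the Dppa2/4+/- embryos sired by Dppa2/4+/- males come from embryos picked for carrying them.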

We analysed levels of *Dppa2* and *Dppa4* transcripts to assign embryos from the latter category into the two embryo genotypes so they could be analysed separately (Fig. S3A). Clustering analysis using t-SNE revealed that two-cell embryos derived from Dppa2/4^m−^ females had a very similar transcriptome to those from Dppa2/4^+/+^ females (Fig. 3C). 

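Over the 6919 genes with a mean log2 RPM of at least 3, the median Pearson correlation across genes between single Dppa2/4+/+ embryos was 0.735, with pairs between 0.440 and 0.864. The median correlation of single embryos with Dppa2/4+/+ embryos was 0.643 for the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 0.673 for the Dppa2/4+/- embryos sired by Dppa2/4+/- males and 0.688 for the Dppa2/4-/- embryos, while the median within these groups was 0.687, 0.700 and 0.691. Genes are not independent replicates, so these correlations carry no test. In a permutational analysis of variance on Euclidean distances over the 16412 tested genes, the 4 groups accounted for 13.5% of the variance (permutation p = 0.0002) and the 6 litters, with the Dppa2/4+/- embryos sired by Dppa2/4+/- males and Dppa2/4-/- embryos of a litter together, for 25.7% (permutation p = 0.0001, the smallest these permutations can give). Total reads alone accounted for 15.9%, and for 7.0% with the common floor, under which the groups accounted for 12.6% and the litters for 29.1%. Litter still added 14.3% after the group had been taken into account.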

Consistently, there were just 93 differentially expressed genes between Dppa2/4^+/+^ and Dppa2/4^−/−^ embryos, and only six genes including *Dppa4* that were consistently differentially expressed across all heterozygous and homozygous embryos (Fig. S3B-D; Table S1). 

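Between Dppa2/4+/+ embryos and Dppa2/4-/- embryos, 12 of the 16412 genes tested had an adjusted p under 0.05 (limma), 10 higher and 2 lower in the Dppa2/4-/- embryos. The 2 lower genes were *Dppa2* and *Dppa4*, by which these embryos had been assigned. *Prr23a1* (chromosome 9, 98842503 to 98843385) had the largest difference among the other named genes, at 5.07 ± 1.03 log2 RPM (SD, n = 10) against 2.03 ± 1.66 (SD, n = 14), a log2 difference of 3.04 (standard error 0.56, adjusted p = 0.0047, limma). *Tuba3b*, *Abcb9*, *Gm3550*, *B9d1*, *Cdkn1a*, *Cadm4* and *Gm42467* were higher by 2.09 to 2.90, and *Cadm4* and *Gm42467* had a median of 0 reads in the Dppa2/4+/+ embryos. Embryos j and k of the Dppa2/4+/+ embryos had the fewest genes detected of all 44 embryos at equal depth. *Cdkn1a* stood at -0.45 log2 RPM in embryo j. No fit left out both of these embryos, so their part in the higher calls is open. With the common floor, 3 genes remained, 1 higher and 2 lower. With litter as a random effect, and with litter means as the replicates, 2 genes were called, both lower. *Prr23a1* then had an adjusted p of 0.34 and 0.95 and each of the other 7 named higher genes of 0.55 and 0.95 (limma). Few litters enter these fits, which leaves them little power over 16412 genes. Mean *Prr23a1* was 2.21 and 1.57 in the litters of Dppa2/4+/+ embryos and 5.26 and 4.98 in those of the Dppa2/4-/- embryos, but the named genes had been picked with both litter means on the same side. Weighting embryos by limma's array weights moved the count most, to 989. With mating number as a replicate block the count was 23. The labels do not say whether matings of the same number in different crosses shared a male or a day of collection. Over 6919 genes, the differences between the litters of a group had correlations of 0.43, -0.41 and -0.75 for the 3 pairs of groups compared. The numbers therefore do not pair the litters in a common direction. Against the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 4054 genes were called, 3505 higher and 549 lower, and 745 with the common floor (409 higher and 336 lower). With mating number as a replicate block, 3508 genes were called. With litter as a random effect, 0 genes were called, with 3471 at an unadjusted p under 0.05. Against the Dppa2/4+/- embryos sired by Dppa2/4+/- males, 2 genes were called. The simulated data without a changed gene gave at most 0 higher and 0 lower calls there, but 23 of 100 splits of the real embryos gave at least 2 genes. With the common floor 5 genes were called, these 2 among them. That count is within the range of the simulated data (median 2 and at most 7 calls with the common floor). A set of 0 genes passed in the same direction in all 3 comparisons. Of the 6 genes in Fig. S3D, each passed in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, *Serinc1* in the Dppa2/4+/- embryos sired by Dppa2/4+/- males and *Dppa4*, by the assignment, in the Dppa2/4-/- embryos. *Lmo1*, for example, stood at 4.41 ± 1.77 log2 RPM (SD, n = 14) in Dppa2/4+/+ embryos and 6.66 ± 1.12 (SD, n = 10) in Dppa2/4-/- embryos, a log2 difference of 2.24 (standard error 0.57, adjusted p = 0.07, limma). *Fbxw4* and *Gm17018* overlap by 1510 bp on opposite strands and were counted without regard to strand, so their values are not independent. Between the Dppa2/4-/- embryos and Dppa2/4+/- embryos sired by Dppa2/4+/- males of the same litters, with litter in the model, the 2 genes called were *Dppa2* and *Dppa4*. These 2 embryo groups were told apart by these transcripts, so the calls follow from the assignment. No other gene was called, with 912 genes at an unadjusted p under 0.05 including these 2.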

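A list of 34 genes of major ZGA, written before the values were examined, was scored in each embryo as the mean log2 RPM after centring each gene on its mean over all embryos. The list in Table S1 was not used here. The score was 0.09 ± 0.23 (SD, n = 10) in the Dppa2/4-/- embryos and -0.14 ± 0.42 (SD, n = 14) in the Dppa2/4+/+ embryos, a difference of 0.24 that was within the spread of the embryos (two-sided permutation test, p = 0.12, adjusted p = 0.15 over 9 comparisons of 3 lists). With each embryo re-centred on its median, the difference was -0.08, and with the common floor it was 0.18. Embryos j and k of the Dppa2/4+/+ embryos, which had the fewest genes detected at equal depth, scored -0.65 and -1.16. These were the lowest scores of that group and lowered its mean. The score was 0.08 ± 0.31 (SD, n = 15) in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males (permutation p = 0.1, adjusted p = 0.15) and -0.03 ± 0.57 (SD, n = 5) in the Dppa2/4+/- embryos sired by Dppa2/4+/- males (exact permutation p = 0.65, adjusted p = 0.67). These 2 groups differed from Dppa2/4+/+ embryos by 0.10 and 0.07 with the common floor. Among the listed genes with the highest levels, *Npm1* stood at 9.43 ± 0.56 log2 RPM (SD, n = 10) in Dppa2/4-/- embryos and 9.96 ± 0.40 (SD, n = 14) in Dppa2/4+/+ embryos (adjusted p = 0.14, limma). *Sp110* stood at 8.78 ± 0.48 (SD, n = 10) against 8.12 ± 0.77 (SD, n = 14), with an adjusted p of 0.13 (limma). *Klf17* stood at 8.49 ± 0.51 (SD, n = 10) against 8.05 ± 0.83 (SD, n = 14), with an adjusted p of 0.35 (limma). *Npm1* had a log2 difference from Dppa2/4+/+ embryos of -0.77 in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males (adjusted p = 0.004, limma), *Sp110* of 0.75 (adjusted p = 0.011, limma) and *Klf17* of 0.49 (adjusted p = 0.14, limma).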

Significantly, there were no substantial differences in the expression of major ZGA transcripts between Dppa2/4^−/−^ and Dppa2/4^+/+^ embryos, indicating that ZGA had successfully taken place (Fig. 3D-F; Fig. S3F; Table S1). Moreover, maternally deposited transcripts remained unchanged (Fig. 3F). In contrast to MERVL protein levels (Fig. 3A,B), *MERVL* transcription was unaltered (Fig. 3F; Table S1), suggesting there may be differences in protein translation and/or stability in Dppa2/4^+/−^ embryos which warrants further investigation in future studies. 

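A list of 33 maternal genes, fixed before the values were examined in place of the list in Table S1, was scored in the same way. The score was 0.13 ± 0.61 (SD, n = 10) in the Dppa2/4-/- embryos and -0.58 ± 0.62 (SD, n = 14) in the Dppa2/4+/+ embryos, a difference of 0.70 (two-sided permutation test, p = 0.006, adjusted p = 0.027), and 10 of 10 Dppa2/4-/- embryos lay above the mean of the Dppa2/4+/+ embryos. It was 0.39 ± 0.71 (SD, n = 15) in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, a difference of 0.97 (permutation p = 0.0005, adjusted p = 0.0045). It was 0.19 ± 0.87 (SD, n = 5) in the Dppa2/4+/- embryos sired by Dppa2/4+/- males, a difference of 0.77 (exact permutation p = 0.047, adjusted p = 0.11). With the common floor the 3 differences were 0.51, 0.76 and 0.64. Re-centring each embryo on its median brought the difference in the Dppa2/4-/- embryos to 0.39 (permutation p = 0.096). The mean score was -0.74 and -0.17 in the 2 litters of Dppa2/4+/+ embryos, -0.10 and 0.83 in those of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, and 0.80 and -0.16 in those of the Dppa2/4-/- embryos. The permutations exchanged single embryos, so their p-values do not separate group from litter. The second litters of Dppa2/4+/+ and Dppa2/4-/- embryos had nearly the same mean. Embryo j of the first litter of Dppa2/4+/+ embryos, with the fewest genes detected at equal depth, had the lowest score of its group, -2.19. Of single maternal genes, *Omt2b* stood at 11.35 ± 0.98 log2 RPM (SD, n = 10) in Dppa2/4-/- embryos and 11.17 ± 0.82 (SD, n = 14) in Dppa2/4+/+ embryos, with an adjusted p of 0.76 (limma). *Dppa3* stood at 10.48 ± 0.48 log2 RPM (SD, n = 10) in Dppa2/4-/- embryos and 10.09 ± 0.53 (SD, n = 14) in Dppa2/4+/+ embryos, with an adjusted p of 0.28 (limma), and *Ccnb1* at 9.65 ± 0.52 (SD, n = 10) and 9.35 ± 0.48 (SD, n = 14), with an adjusted p of 0.34 (limma). *Omt2b* had a log2 difference from Dppa2/4+/+ embryos of 0.94 in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males (adjusted p = 0.016, limma), *Dppa3* of 0.71 (adjusted p = 0.009, limma) and *Ccnb1* of 0.18 (adjusted p = 0.45, limma). Mean *Omt2b* was 11.24 and 12.88 in the 2 litters of this group, against 10.99 and 11.63 in those of Dppa2/4+/+ embryos. Its difference therefore rests on the second litter. Mean *Dppa3* was 10.54 and 11.01 against 10.20 and 9.80. In the 2 litters of Dppa2/4-/- embryos, mean *Omt2b* was 12.54 and 10.84.

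**Figure D3:**
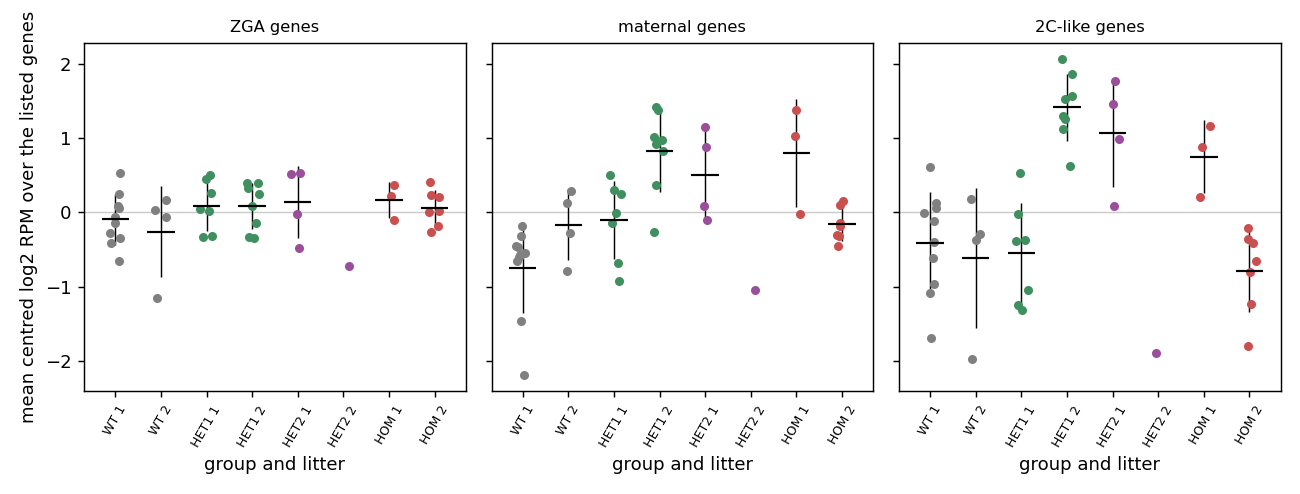
Mean centred log2 RPM over the listed ZGA, maternal and 2C-like genes in each embryo (points), by group and litter (1 or 2), with the litter mean ± SD; WT, Dppa2/4+/+ embryos; HET1, Dppa2/4+/- embryos sired by Dppa2/4+/+ males; HET2, Dppa2/4+/- embryos sired by Dppa2/4+/- males; HOM, Dppa2/4-/- embryos. The maternal scores of the litters of Dppa2/4-/- embryos average 0.80 and -0.16.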

Alternatively, Dppa2/4 may have more subtle effects in ZGA reflected by the immunofluorescence staining but not captured by the transcriptome analysis. Lastly, we compared our *in vivo* results with the *in vitro* 2C-like cell system and found no consistent differences in *Dux*, nor 2C-like genes in the knockout embryos compared with control (Fig. S3F,G). 

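*Dux*, listed as *Duxf3* (chromosome 10, 58229979 to 58232675), had reads in few embryos: 2 of 14 Dppa2/4+/+ embryos, 3 of 15 Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 1 of 5 Dppa2/4+/- embryos sired by Dppa2/4+/- males and 1 of 10 Dppa2/4-/- embryos, with at most 9 reads in any embryo. *Duxf3* belongs to a repeated family whose reads a MAPQ filter can remove, so its level is uncertain. Its deposited log2 RPM was -0.05 ± 0.96 (SD, n = 10) in Dppa2/4-/- embryos and -0.59 ± 0.78 (SD, n = 14) in Dppa2/4+/+ embryos, a log2 difference of 0.54 (standard error 0.41, adjusted p = 0.44, limma). The value was 1.01 ± 1.18 (SD, n = 15) in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, a log2 difference of 1.60 (standard error 0.37, adjusted p = 0.0032, limma). With the common floor this difference was 0.13 (adjusted p = 0.52, limma), and most of the deposited values are those of embryos without a *Duxf3* read. A list of 31 2C-like genes, fixed before the values were examined in place of the published list, scored -0.32 ± 0.90 (SD, n = 10) in Dppa2/4-/- embryos and -0.47 ± 0.73 (SD, n = 14) in Dppa2/4+/+ embryos (two-sided permutation test, p = 0.67, adjusted p = 0.67). The score was 0.49 ± 1.15 (SD, n = 15) in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, a difference of 0.96 (permutation p = 0.014, adjusted p = 0.042), and 0.48 ± 1.47 (SD, n = 5) in the Dppa2/4+/- embryos sired by Dppa2/4+/- males (exact permutation p = 0.075, adjusted p = 0.14). The differences with the common floor were -0.01 in the Dppa2/4-/- embryos, 0.66 in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males and 0.71 in the Dppa2/4+/- embryos sired by Dppa2/4+/- males. The litters diverged within groups, with mean scores of -0.55 and 1.41 in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males and 0.75 and -0.78 in the Dppa2/4-/- embryos. The permutations exchanged single embryos and did not take litter into account. Without the second litter of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, the difference from Dppa2/4+/+ embryos was -0.09.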

Together, our results reveal that embryos from maternal knockout embryos undergo successful ZGA and were largely transcriptionally indistinguishable from those from WT females. Therefore, neither maternal nor zygotic Dppa2/4 is essential for ZGA *in vivo*.

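The log2 difference between the group means of Dppa2/4-/- embryos and Dppa2/4+/+ embryos was under 1 in either direction for 78.8% of the 16412 genes tested, against 67.0% for the Dppa2/4+/- embryos sired by Dppa2/4+/+ males and 80.2% for the Dppa2/4+/- embryos sired by Dppa2/4+/- males. The median difference over all genes was 0.49, 0.61 and 0.07 in the same order, so the deposited values of the groups are shifted against each other. These shares and medians were not taken with the common floor, so unequal depth enters them through genes without reads. *Gm42467*, for example, had no read in any of the 15 Dppa2/4+/- embryos sired by Dppa2/4+/+ males. Its deposited value was still higher by 1.11 in these embryos than in Dppa2/4+/+ embryos. Across the 6919 more highly expressed genes, the mean profile of Dppa2/4+/+ embryos had a Pearson correlation of 0.921 with that of the Dppa2/4-/- embryos, 0.891 with that of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males and 0.890 with that of the Dppa2/4+/- embryos sired by Dppa2/4+/- males. For comparison, litters of one group differed in 113 genes for Dppa2/4+/+ embryos, 2481 for the Dppa2/4+/- embryos sired by Dppa2/4+/+ males and 324 for the Dppa2/4-/- embryos (adjusted p under 0.05, limma). The paper concludes that ZGA took place in embryos of maternal knockout females. Its evidence includes the levels of major ZGA transcripts in the Dppa2/4-/- embryos and MERVL GAG protein. It also includes Dppa2/4 protein made from the paternal allele in blastocysts. Protein was not analysed here.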

### Both maternal and zygotic Dppa4 are required for offspring survival

Despite undergoing successful ZGA, maternal Dppa2/4 proteins are crucial for offspring survival. Miscarriages were frequent and the offspring between maternal knockout females and heterozygous males of all three genotypes did not follow the expected 50:50 Mendelian ratio for the offspring heterozygous and homozygous null genotypes (Fig. 4A). Moreover, pup survival was severely impaired for both single and double knockouts, with a high lethality rate by P3 for offspring derived from maternal knockout females crossed with either WT or heterozygous males (Fig. 4B). Importantly, almost all offspring survived at similar rates to controls when WT females were crossed with heterozygous males (in which 50% of the offspring would be expected to be heterozygous), indicating that heterozygous offspring survive if they have a functional maternal allele of *Dppa2/4*.

**Fig. 4.**
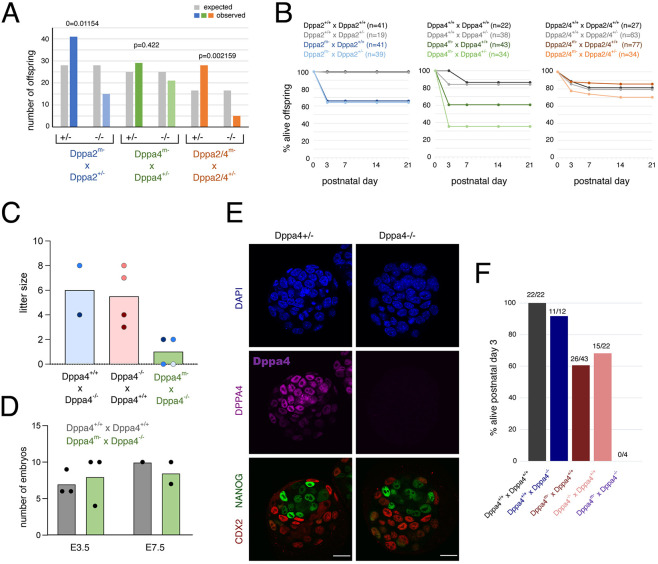
**Both maternal and zygotic Dppa4 are required for offspring survival.** (A) Genotype frequency of offspring (dead and alive) from Dppa2^m−^ (blue, *n*=56 offspring from 11 matings), Dppa4^m−^ (green, *n*=50 offspring from 12 matings) or Dppa2/4^m−^ (orange, *n*=36 offspring from nine matings) females crossed with the respective heterozygous males. Grey bars represent expected Mendelian ratios. Dppa2 and Dppa2/4 difference is significant (Chi-Square test). (B) Percentage of live offspring at P0, P3, P14 and P21 for WT females (grey) and maternal knockout females (coloured) crossed with WT males (dark) or heterozygous males (light) for *Dppa2* (blue), *Dppa4* (green) or *Dppa2/4* (orange) alleles. Number of live pups at P0 is denoted for each cross. (C) Litter size (dead and alive) for Dppa4^−/−^ males (blue) or Dppa4^−/−^ females (pink) mated with Dppa4^+/+^ animals. Also shown are Dppa4^m−^ females crossed with Dppa4^−/−^ males (green). The same animals were used in several matings and are denoted using light/medium/dark blue (for males) or pink (for females). (D) Number of embryos collected at E3.5 or E7.5 from Dppa4^+/+^ females crossed with Dppa4^+/+^ males (grey, embryos are Dppa4^+/+^) or Dppa4^m−^ females crossed with Dppa4^−/−^ males (green, embryos are Dppa4^−/−^). (E) Immunofluorescence staining of Dppa4^+/+^ or Dppa4^−/−^ embryos collected at E3.5 for Dppa4 (magenta), CDX2 (red) and NANOG (green) counterstained with DAPI nuclear stain (blue). (F) Proportion of offspring alive at P3 for control (grey) and heterozygous Dppa4^+/−^ offspring when the null allele is inherited paternally (blue) or maternally (red, pink). No live offspring were born from crosses between Dppa4^m−^ and Dppa4^−/−^ animals (purple). Fraction above each bar represents total live offspring at P3 over total number of offspring born. Scale bars: 20 µm.

Despite the high lethality, we were able to obtain three Dppa4^−/−^ adult males and two Dppa4^−/−^ females from a single litter from eight matings. No homozygous null animals survived weaning from *Dppa2* or *Dppa2/4* genotypes. We first assessed the fertility of the surviving adult Dppa4^−/−^ males and females by mating them to WT animals, from which they gave rise to viable offspring (Fig. 4C), indicating both male and female Dppa4^−/−^ animals were fertile. We then set up four separate matings between Dppa4^−/−^ males and Dppa4^m−^ females which had successfully given litters in other matings. Of these, two resulted in miscarriages and two produced litters with two offspring each which were stillborn or died immediately after birth (Fig. 4C).

We next sought to determine when during embryonic development this lethality occurred. We readily isolated similar numbers of Dppa4^−/−^ blastocysts as those from crosses between WT females and males (Fig. 4D). The Dppa4^−/−^ blastocysts did not show any morphological abnormalities, with proper cavity formation, similar number of blastomeres and correctly segregated CDX2^+^ trophectoderm and NANOG^+^ inner cell mass (Fig. 4E; Fig. S4A,B). Moreover, we were able to isolate normal looking E7.5 embryos from Dppa4^m−^×Dppa4^−/−^ crosses (Fig. 4D), a time at which Dppa2/4 are no longer expressed. Together, this suggests that the embryonic lethality and defects occur following implantation after *Dppa2/4* have been silenced. This is consistent with the findings from zygotic knockout mouse models (Madan et al., 2009; Nakamura et al., 2011), and a molecular function for Dppa2/4 as epigenetic priming factors in which they establish a permissive epigenome to facilitate future cell differentiation (Eckersley-Maslin et al., 2020; Gretarsson and Hackett, 2020).

Lastly, we disentangled the relative importance of maternal versus zygotic Dppa4 in embryonic survival. If only embryonic levels of Dppa4 were important for the development and survival of Dppa4^+/−^ animals, then it should not matter whether the mutant allele was inherited maternally or paternally. However, we only observed a marked impairment in the survival rate of Dppa4^+/−^ embryos when the mutant allele was inherited from the mother as opposed to the father (Fig. 4F). Therefore, maternal stores of Dppa4 are important for offspring survival, in addition to what is embryonically transcribed.

## DISCUSSION

Here, we systematically and comprehensively assess the importance of maternal Dppa2/4 using single and double conditional knockout mouse models. In contrast to predictions from *in vitro* studies, maternal Dppa2/4 is dispensable for ZGA and preimplantation development *in vivo*. However, the absence of maternal Dppa2/4 severely compromises development. Both maternal and zygotic Dppa2/4 are important for offspring survival and loss of maternal Dppa2/4 increases the severity of embryonic lethality in the homozygous embryos over what has been reported with zygotic knockout mouse models (Madan et al., 2009; Nakamura et al., 2011). No offspring that lack maternal and zygotic Dppa2 survive and the very rare offspring that lack both maternal and zygotic Dppa4 die shortly after birth. Importantly, heterozygous animals that inherit a null allele maternally fare worse than those that inherit the null allele paternally, indicating maternal stores of Dppa2/4 have key roles in development outside of ZGA.

The 2C-like cell *in vitro* system has widely been used to gain insights into the biology of two-cell embryos and ZGA (reviewed by Iturbide and Torres-Padilla, 2020). However, regulators of ZGA-associated transcripts *in vitro* do not always validate as ZGA regulators *in vivo*. Recently, the transcription factor Dux was also shown to be dispensable for ZGA *in vivo* (Bosnakovski et al., 2021; Chen and Zhang, 2019; De Iaco et al., 2020; Guo et al., 2019), despite being essential for the 2C-like state *in vitro* (De Iaco et al., 2017; Hendrickson et al., 2017). Therefore, although a useful tool, it is crucial that findings using the *in vitro* 2C-like cell system are validated *in vivo*.

In ESCs, Dppa2/4 function directly upstream of Dux to induce its expression (De Iaco et al., 2019; Eckersley-Maslin et al., 2019; Yan et al., 2019). Similar to our initial observations with Dppa2/4, *Dux* knockout mice also undergo successful ZGA yet have reduced litter sizes and heterozygous crosses deviate slightly from Mendelian frequencies (Bosnakovski et al., 2021; Chen and Zhang, 2019; De Iaco et al., 2020; Guo et al., 2019). However, in contrast to what we observe for Dppa2/4, *Dux* homozygous null animals are readily obtained, indicating that Dppa2/4 has additional roles in embryo development beyond regulating *Dux*.

Maternal knockouts of the majority of ZGA regulators lead to a delay and/or dampening of ZGA transcription, rather than a complete absence of ZGA in its entirety (reviewed by Eckersley-Maslin et al., 2018). One possibility is that there is a high degree of redundancy between ZGA regulators to ensure this key developmental milestone is reached and not leaving it vulnerable to a single mutation. Alternatively, defects in regulating ZGA may not always lead to major transcriptional changes in the two-cell embryo but may manifest more subtly with phenotypes only seen at later developmental or postnatal stages. Consequently, assessing phenotypes of maternal regulators of ZGA may be more complex than previously thought.

Importantly, our findings indicate that paternal and maternal Dppa2/4 are not equal. Although we failed to produce any Dppa2^−/−^ or Dppa2/4^−/−^ adult males, we obtained three rare Dppa4^−/−^ males from a single litter. These we used to disentangle the importance of the maternal versus paternal alleles in a context where embryos would all have the same genotype. Heterozygous Dppa4^+/−^ offspring that inherit a maternal null allele (from maternal knockout females) have much poorer survival rates than those that inherit a paternal null allele. It remains to be determined when during development the maternal stores are important. We were able to collect morphologically normal blastocysts, suggesting that the embryonic defects that lead to high mortality rate occur following implantation at a time when Dppa4 is no longer expressed, although we cannot rule out that the phenotypes are not a consequence of subtly affecting ZGA. We hypothesise that maternal Dppa2/4 may be bookmarking key developmental genes in the oocyte and zygote, priming them for activation at later developmental stages. Consistently, in ESCs Dppa2/4 function as priming factors and are required to establish bivalent chromatin, thus facilitating effective differentiation (Eckersley-Maslin et al., 2020; Gretarsson and Hackett, 2020). In support of a priming function in early embryos, we reveal that, both *in vitro* and *in vivo*, Dppa2/4 bind mitotic chromatin. This presents a mechanism by which Dppa2/4 could mark developmental promoters through the widespread epigenetic reprogramming that takes place in preimplantation embryos, ensuring they are appropriately activated in a timely manner at later developmental stages. Embryonically expressed Dppa2/4 may reinforce this priming function and partially compensate for lack of maternal stores. This uncoupling of when Dppa2/4 are present and the phenotypic consequences of their loss is a hallmark of epigenetic priming factors (Eckersley-Maslin, 2020). In this way, maternal proteins may function beyond ZGA and implantation to ensure the successful development of the embryo.

## MATERIALS AND METHODS

### Generation of conditional knockout mice

Conditional knockout mice were designed and generated by Cyagen. Homology arms were amplified by BAC clones and introduced into targeting vectors containing a Neomycin selection cassette flanked by LoxP sites. For *Dppa2* and *Dppa4* single knockouts, exon 2 was selected as the conditional knockout region. For the double *Dppa2/4* conditional knockout, exon 2 of *Dppa4* through to exon 7 of *Dppa2* was selected as the conditional knockout region. Targeted C57Bl/6 mouse ESCs were identified by genotyping PCR and confirmed by Southern Blot. Targeted ESCs were injected into C57Bl/6 albino embryos, which were re-implanted into CF-1 pseudo-pregnant females. Founder animals were identified by their coat colour and germline transmission confirmed by breeding with Flp-deleter females and subsequent genotyping of the offspring. Conditional knockout lines were maintained by intercrossing conditional homozygous (c/c) or heterozygous (c/+) animals. To generate maternal knockout mice, female c/c mice on a C57Bl/6 background were crossed with Zp3-Cre males (Lewandoski et al., 1997). All experimental procedures were performed in accordance with the Animals (Scientific Procedures) Act 1986 and by local authority granted by the Animal Welfare and Ethical Review Body (AWERB) committee of the Babraham Institute, UK.

### Embryo collection

All mouse embryos were collected from natural matings between the appropriate genotypes according to standard procedures (Hogan, 1994), at different time points, depending on the desired stage. MII oocytes were collected from C57Bl/6 females in oestrus, and zygotes, two-cell embryos, four-cell embryos, eight-cell embryos, morula and blastocysts at E0.5, E1.5, E2, E2.5, E3 and E3.5, respectively. Embryos used in this study were derived from a cross of C57Bl/6 females mated with C57Bl/6 males. The knockout embryos were derived from the maternal knockout females mated with either C57Bl/6 proven studs or the appropriate genotype (*Dppa2*, *Dppa4*, *Dppa2/4*^+/−^ or *Dppa4*^−/−^) males.

### Mouse embryonic stem cell culture

E14 mouse ESCs were cultured in serum/LIF conditions (DMEM, 45,000 mg/l glucose, 4 mM L-glutamine, 110 mg/l sodium pyruvate, 15% fetal bovine serum, 1 U/ml penicillin, 1 mg/ml streptomycin, 0.1 mM nonessential amino acids, 40 mM b-mercaptoethanol, 10^3^ U/ml LIF). Plasmids containing full length Dppa2-GFP and Dppa4-GFP were generated previously (Eckersley-Maslin et al., 2019). Truncations were generated by amplifying appropriate sections of the constructs and cloning into the pDONR221 vector. Gateway cloning was then used to transfer the truncated cDNA sequences into an in-house built pDEST vector as previously described (Eckersley-Maslin et al., 2019). Plasmids were transfected into E14 ESCs using Lipofectamine 2000.

### Immunofluorescence staining

Oocytes and embryos were washed in PBS, fixed for 15 min in 4% paraformaldehyde in PBS, permeabilised with 0.5% Triton X-100 in PBS for 1 h and blocked in 1% bovine serum albumin (BSA) in PBS for 1 h. Primary antibodies were diluted in 1% BSA and the embryos incubated for 1 h. After 1 h wash in 1% BSA, the samples were incubated in secondary antibodies for 45 min, followed by a 1 h wash in PBT (0.05% Tween 20 in PBS). DNA was counterstained with 5 μg/ml DAPI in PBS, and embryos mounted in fibrin clots. All incubations were performed at room temperature. Primary antibodies and dilutions used were: mouse anti- Dppa2 (Millipore, mab4356, 1:100), goat anti- Dppa4 (R&D Systems, AF3730, 1:100), rabbit anti-MERVL (Huabio, R1501-2, 1:200), mouse anti-CDX2 (Biogenex, MU392-UC, 1:200), rabbit anti-NANOG (Abcam, ab80892, 1:200). Secondary antibodies used were: anti-rabbit AF-conjugated 647, anti-mouse AF-conjugated 568 and anti-goat AF-conjugated 488 (Molecular Probes, A31573, A10037, A11055, 1:1000). Single optical sections and *z*-stacks were captured using a Zeiss LSM780 microscope (63× oil-immersion objective). Fluorescence colocalisation analysis was performed with ImageJ, and fluorescence intensity measurements were performed with Volocity 6.3 (Improvision). The nuclei of each blastomere in the two-cell embryos were measured separately and their average was used for the final analysis. The plots were generated using RStudio.

### Single-cell RNA-seq

Embryos from the Dppa2/4^m−^ were generated from natural matings between males and females of relevant genotypes. The zona pellucida was removed using Tyrode's solution (Sigma-Aldrich, T1788) and individual embryos were placed in in 2.5 µl methyltransferase reaction mixture, according to the published protocol (Clark et al., 2018). mRNA was captured using Smart-seq2 oligo-dT pre-annealed to magnetic beads (MyOne C1, Invitrogen). The lysate containing the gDNA was transferred to a separate PCR plate and the beads were washed three times in 15 ml FSS buffer (Superscript II, Invitrogen), 10 mM DTT, 0.005% Tween 20 (Sigma-Aldrich) and 0.5 U/ml of RNAsin (Promega). The beads were then resuspended in 10 ml of reverse transcriptase mastermix [100 U SuperScript II (Invitrogen), 10 U RNAsin (Promega), 1× Superscript II First-Strand Buffer, 2.5 mM DTT (Invitrogen), 1 M Betaine (Sigma-Aldrich), 9 mM MgCl2 (Invitrogen), 1 mM Template-Switching Oligo (Exiqon), 1 mM dNTP mix (Roche)] and incubated on a thermocycler for 60 min at 42°C, followed by 30 min at 50°C and 10 min at 60°C. PCR was then performed by adding 11 ml of 2× KAPA HiFi HotStart ReadyMix and 1 ml of 2 mM ISPCR primer, and cycling as follows: 98°C for 3 min, 15 cycles of 98°C for 15 s, 67°C for 20 s, 72°C for 6 min and finally 72°C for 5 min. cDNA was purified using a 1:1 volumetric ratio of Ampure Beads (Beckman Coulter) and eluted in 20 ml of water. Libraries were prepared from 100 to 400 pg of cDNA using Nextera XT Kit (Illumina), as per the manufacturer's instructions but with one-fifth volumes for each sample. Libraries were sequenced on an Illumina NextSeq500 MidOutput 75 bp paired-end reads per embryo. Data are available at GEO under accession number GSE184763.

### RNA-seq analysis

Libraries were trimmed using Trim Galore (v0.6.5, Cutadapt v2.3) and mapped to the mouse GRCm38 genome assembly using HISAT2 (v2.1.0, --no-softclip) and filtered to have MAPQ scores of 20 and above. Data were quantified using the RNA-seq quantitation pipeline in SeqMonk (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/), without strand-specific quantification, using mRNA probes. All the analysis, specified in each figure legend, was carried in SeqMonk, and only the violin plots were generated in RStudio. The major ZGA and maternal deposited gene lists used in the analysis were generated using the publicly available dataset (GSE44183) from Xue et al. (2013). The 2C-like gene list was from Eckersley-Maslin et al. (2016).

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Maternal Dppa2 and Dppa4 are dispensable for zygotic genome activation but important for offspring survival
**Source:** Development. 2021 Dec 21;148(24):dev200191. doi: 10.1242/dev.200191
**Supplement:** Supplementary information

## Kubinyecz et al. Supplemental Figure 1

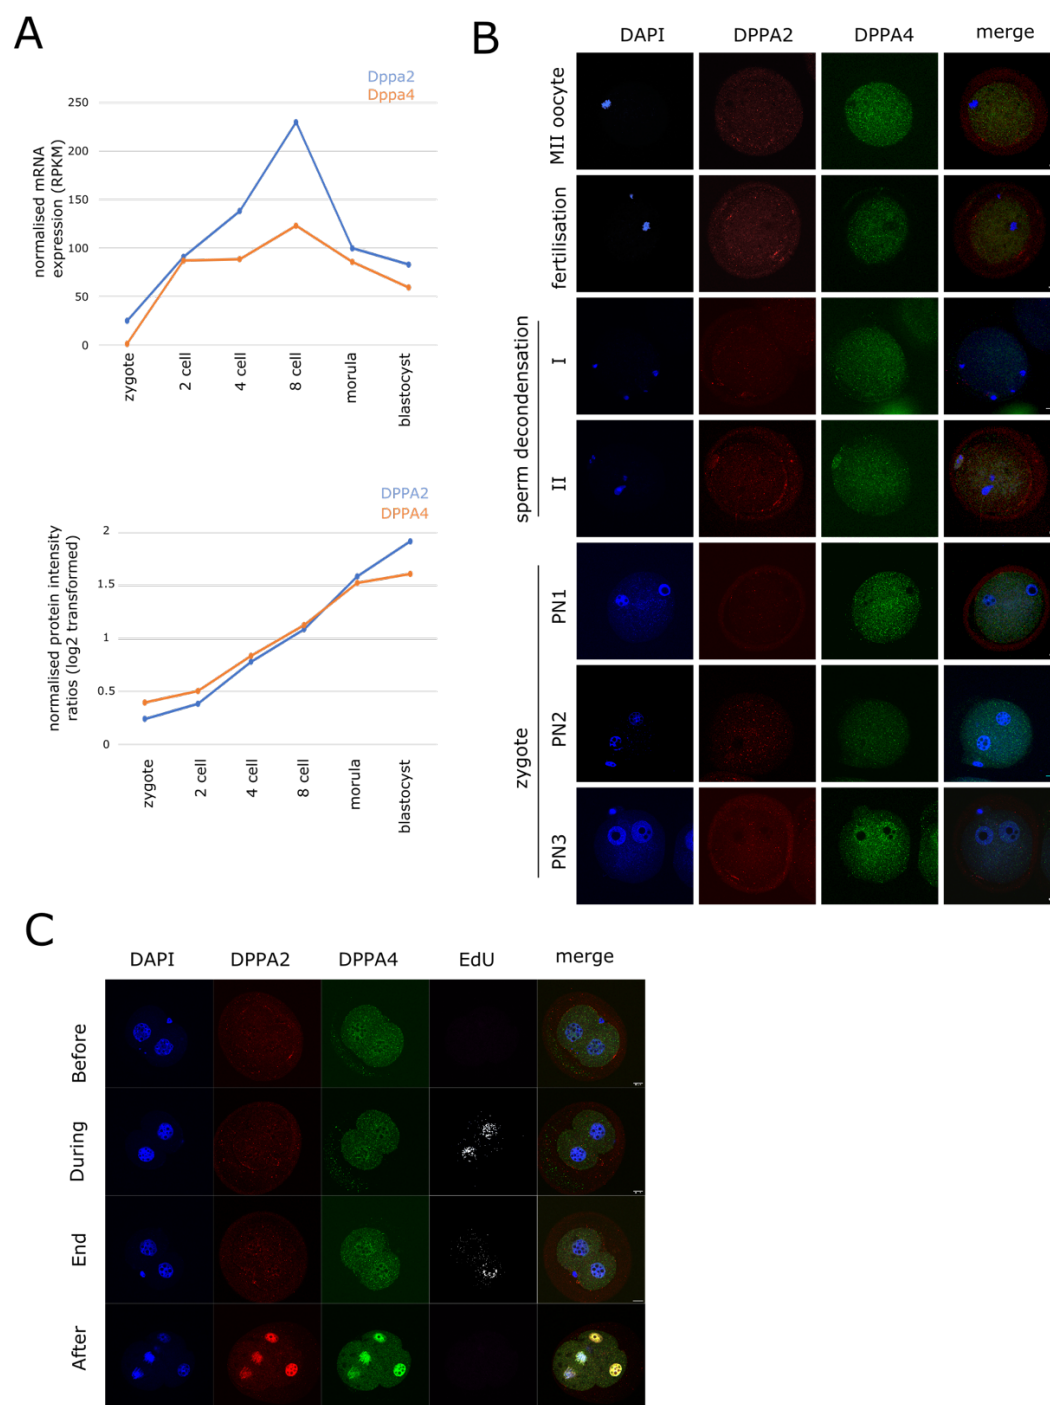

**Fig. S1. Dppa2/4 localise to euchromatin in preimplantation embryos and associate with mitotic chromatin. Related to Figure 1.**

(A) transcript (top) and protein (bottom) levels of Dppa2 (blue) and Dppa4 (orange) during preimplantation development as measured in Guo et al. 2017. (B) Immunofluorescence staining of DPPA2 (red) and DPPA4 (green) in MII oocytes and zygotes of different stages. Scale bar represents 10µm. (C) Immunofluorescence staining of DPPA2 (red) and DPPA4 (green) in 2-cell embryos undergoing DNA replication. EdU (grey) labels newly synthesised DNA. Stage of DNA replication is denoted. Scale bar 10µm.

## Kubinyecz et al. Supplemental Figure 2

A

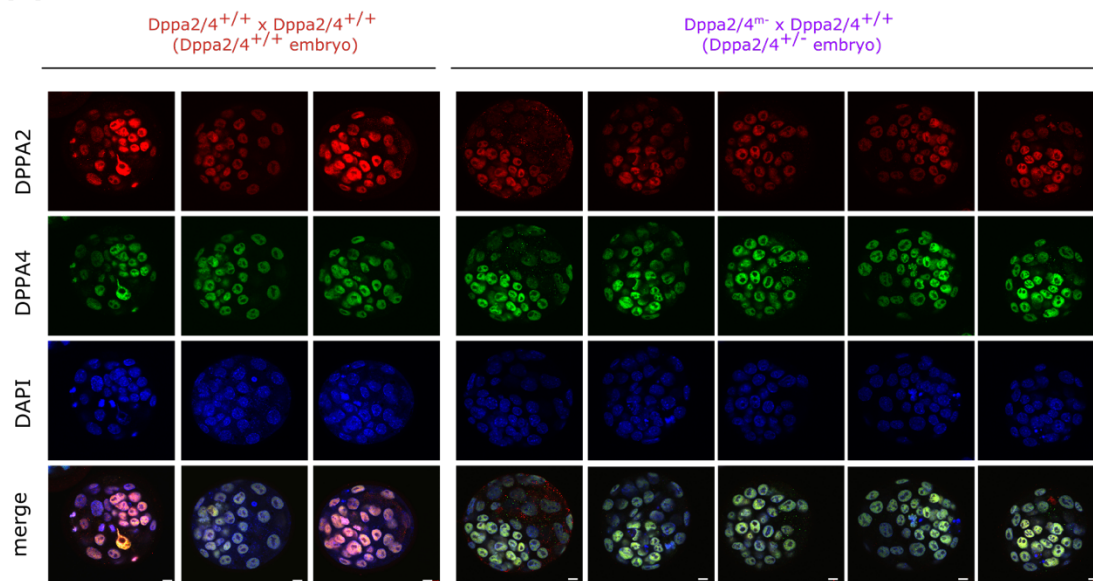

**Fig. S2. Maternal Dppa2/4 single and double knockout mice are fertile. Related to Figure 2.**

(A) Immunofluorescence staining of blastocysts collected from  $Dppa2/4^{+/+}$  (left) or  $Dppa2/4^{m-}$  (right) females crossed with  $Dppa2/4^{+/+}$  fathers for DPPA2 (top, red), DPPA4 (second row, green) and DAPI nuclear stain (third row, blue). Scale bar 10 $\mu$ m.

## Kubinyecz et al. Supplemental Figure 3

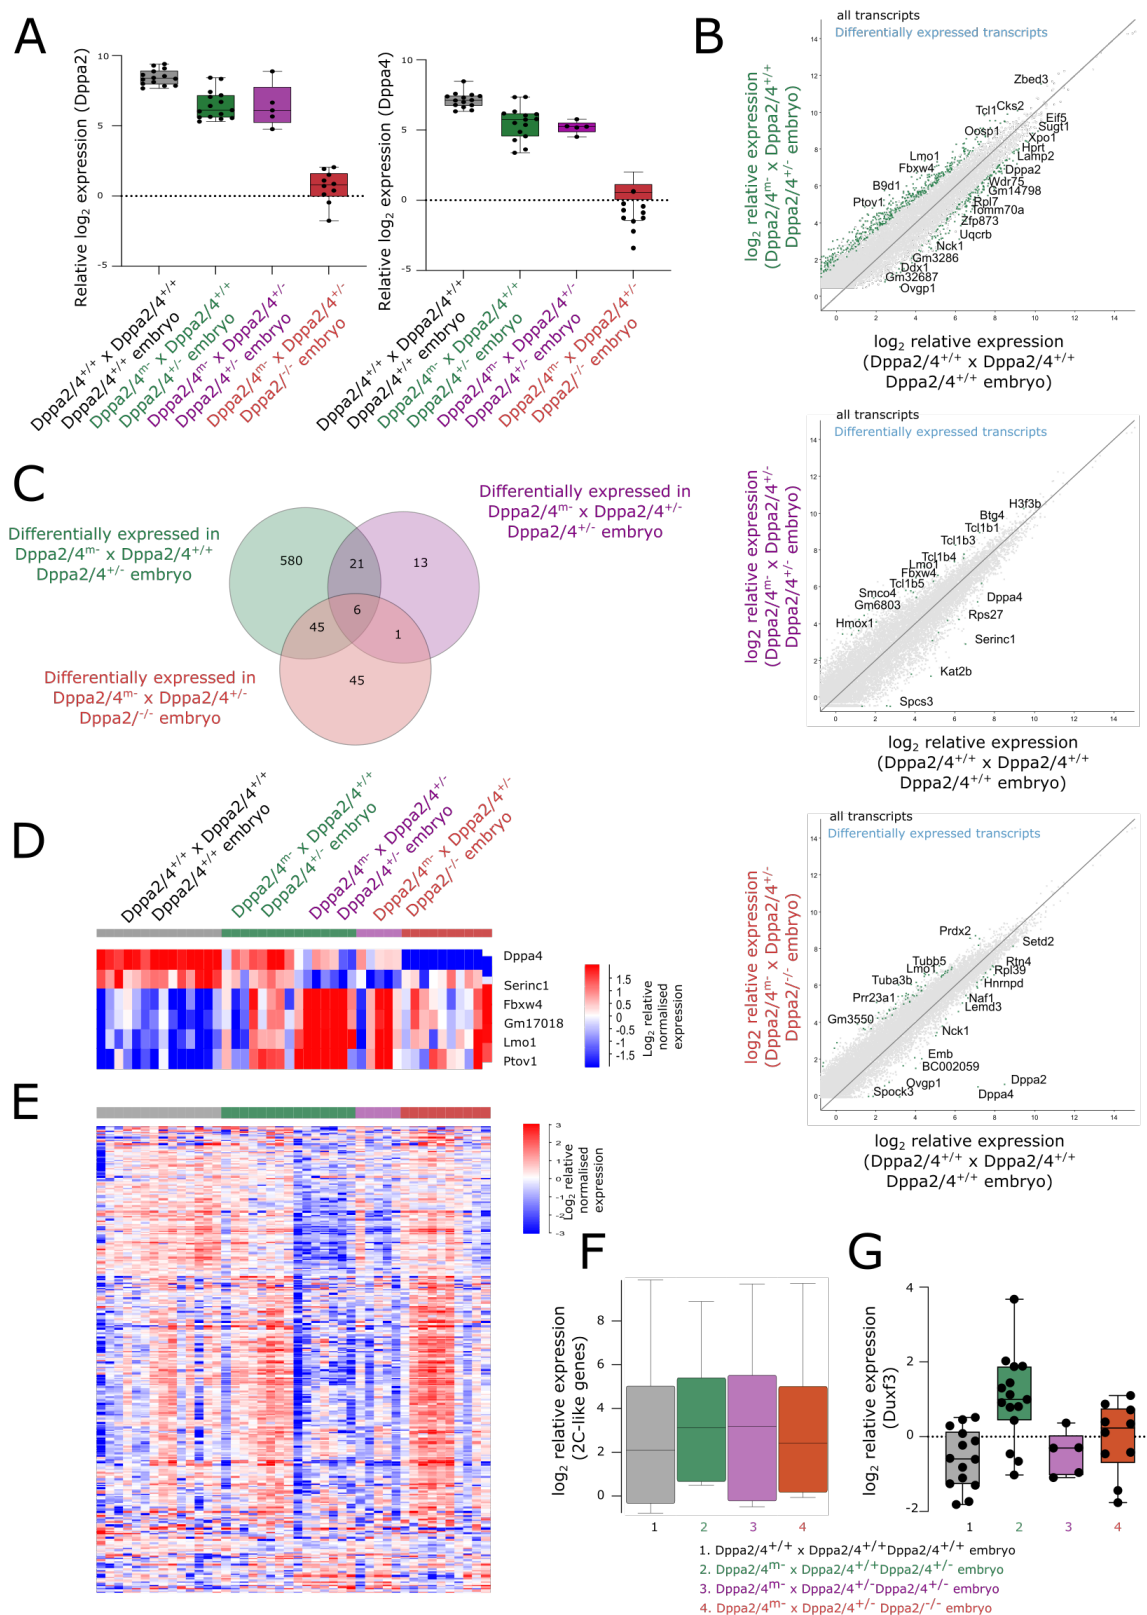

**Fig. S3. Two-cell embryos from maternal knockout females undergo successful ZGA with subtle differences. Related to Figure 3.**

(A) Relative expression of *Dppa2* (left) and *Dppa4* (right) in 2-cell embryos from *Dppa2/4<sup>+/+</sup>* x *Dppa2/4<sup>+/+</sup>* (embryos *Dppa2/4<sup>+/+</sup>*); *Dppa2/4<sup>m/-</sup>* x *Dppa2/4<sup>+/+</sup>* (embryos *Dppa2/4<sup>+/+</sup>*); *Dppa2/4<sup>m/-</sup>* x *Dppa2/4<sup>+/+</sup>* (embryos *Dppa2/4<sup>+/+</sup>* or *Dppa2/4<sup>-/-</sup>*). 

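The scatter plots print the names of 25 genes for the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 16 for the Dppa2/4+/- embryos sired by Dppa2/4+/- males and 19 for the Dppa2/4-/- embryos. In the deposited values all 25, 16 and 19 lie on the side of the diagonal on which they are printed. Of these genes, 25, 1 and 6 had an adjusted p under 0.05 over all genes tested (limma), and all had an unadjusted p under 0.05. Since the authors chose these genes from the same embryos, their direction checks the assignment of columns to groups and carries no independent weight.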

(B) Scatter plots showing differential expressed genes (blue) between wild type embryos and *Dppa2/4<sup>+/+</sup>* or *Dppa4<sup>-/-</sup>* embryos from different crosses. (C) Venn diagram showing overlap in differentially expressed genes between the different comparisons in B. (D) Per probe normalised heatmap of the 6 differentially expressed genes consistently changed in all three comparisons. (E) Per probe normalised heatmap showing relative expression of major ZGA transcripts in 2-cell embryos. Samples are clustered by genotype. (F) box-whisker plot showing expression levels of 2C-like genes in the different genotypes. Gene list from (Eckersley-Maslin et al. 2016). (G) Expression of *Duxf3* in individual embryos from each of the different genotypes.

# Kubinyecz et al. Supplemental Figure 4

A

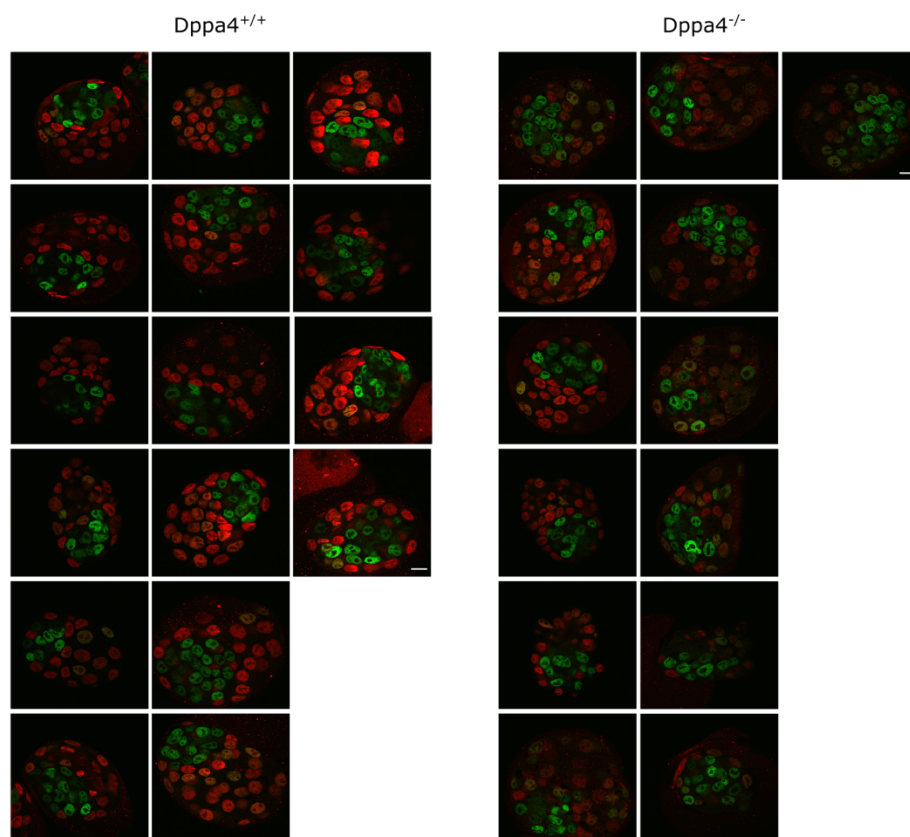

B

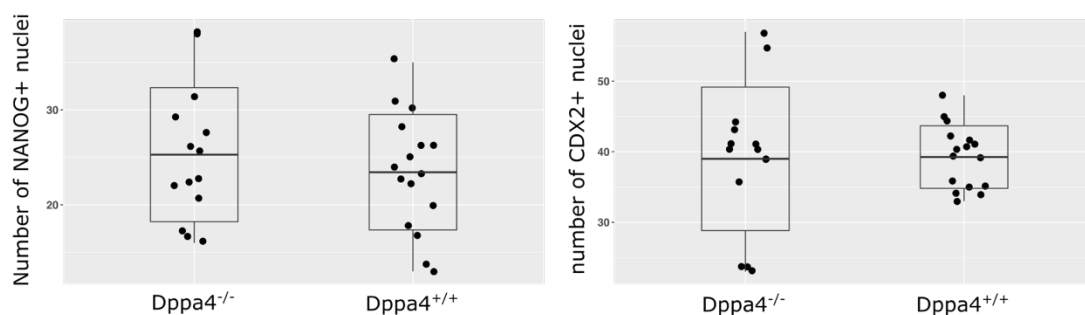

**Fig. S4. Both maternal and zygotic Dppa4 are required for offspring survival. Related to Figure 4.**

(A) Immunofluorescence staining of NANOG (green) and CDX2 (red) in E3.5 Dppa4<sup>+/+</sup> (left) or Dppa4<sup>-/-</sup> (right) blastocysts. Scale bar represent 10µm. (B) Number of NANOG+ and CDX2 + blastomeres in Dppa4<sup>+/+</sup> or Dppa4<sup>-/-</sup> E3.5 blastocysts.

## Supplemental Materials and Methods - Generation of conditional knockout mice

### Dppa2 single conditional knockout mouse model

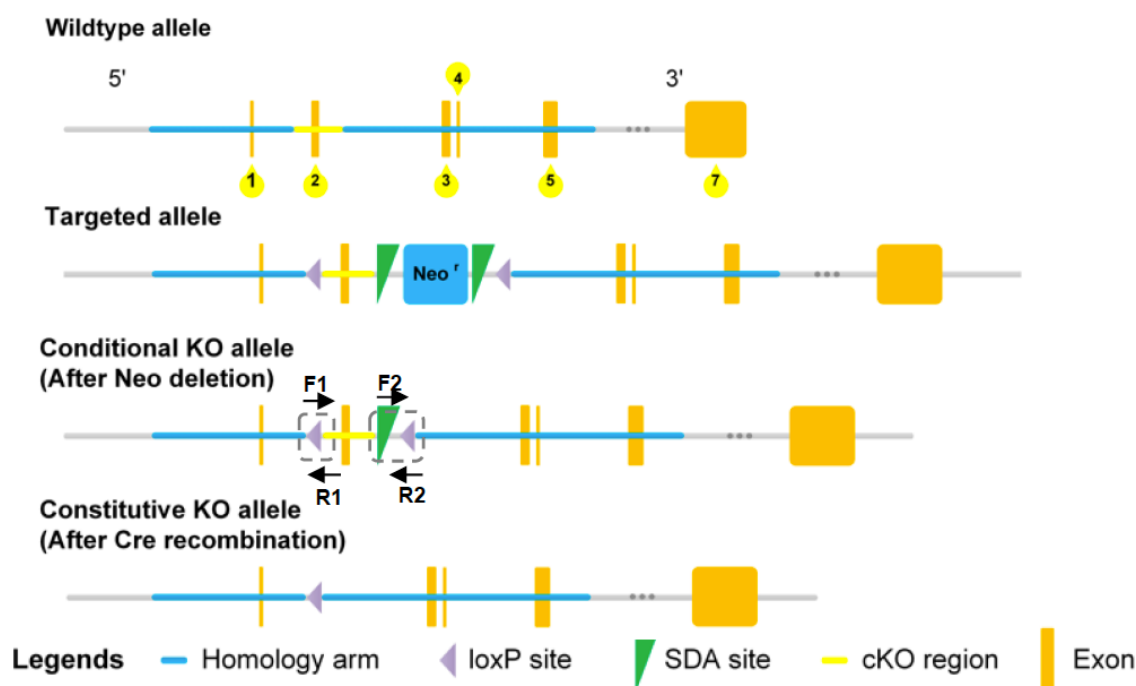

#### Primers for LoxP PCR

loxP-F (F1): 5'-CCACTAGCCTGTCAATATTGCTTTT-3'

loxP-R (R1): 5'-GACACAAATCCACTTCTGTTACCAT-3'

Expected PCR Product: Wildtype: 300 bp; Targeted: 356 bp

#### Primers for Neo deletion PCR

Neo-del-F (F2): 5'-TCAGTTGTTAAGCCCTGTGAACT-3'

Neo-del-R (R2): 5'-GGCTTTTGCTACCATGTCCTTTT-3'

Expected PCR product: Wildtype: 323bp; Targeted: 436bp

#### Primers for targeted allele:

Neo-del-F (F2): 5'-TCAGTTGTTAAGCCCTGTGAACT-3'

Neo-del-R (R2): 5'-GGCTTTTGCTACCATGTCCTTTT-3'

Wildtype: 323 bp; Homozygotes: 436 bp; Heterozygotes: 436 bp/323 bp

#### Primers for Cre transgene:

Forward1: 5'-ACCACTAGCCTGTCAATATTGCTT-3'

Reverse1: 5'-GGCTTTTGCTACCATGTCCTTTTA-3'

Cre amplicon: 413 bp

#### Primers for constitutive KO allele:

cKO-F (F3): 5'-ACCACTAGCCTGTCAATATTGCTT-3'

cKO-R (R3): 5'-GGCTTTTGCTACCATGTCCTTTTA-3'

Constitutive KO allele: 475 bp

### Dppa4 single conditional knockout mouse model

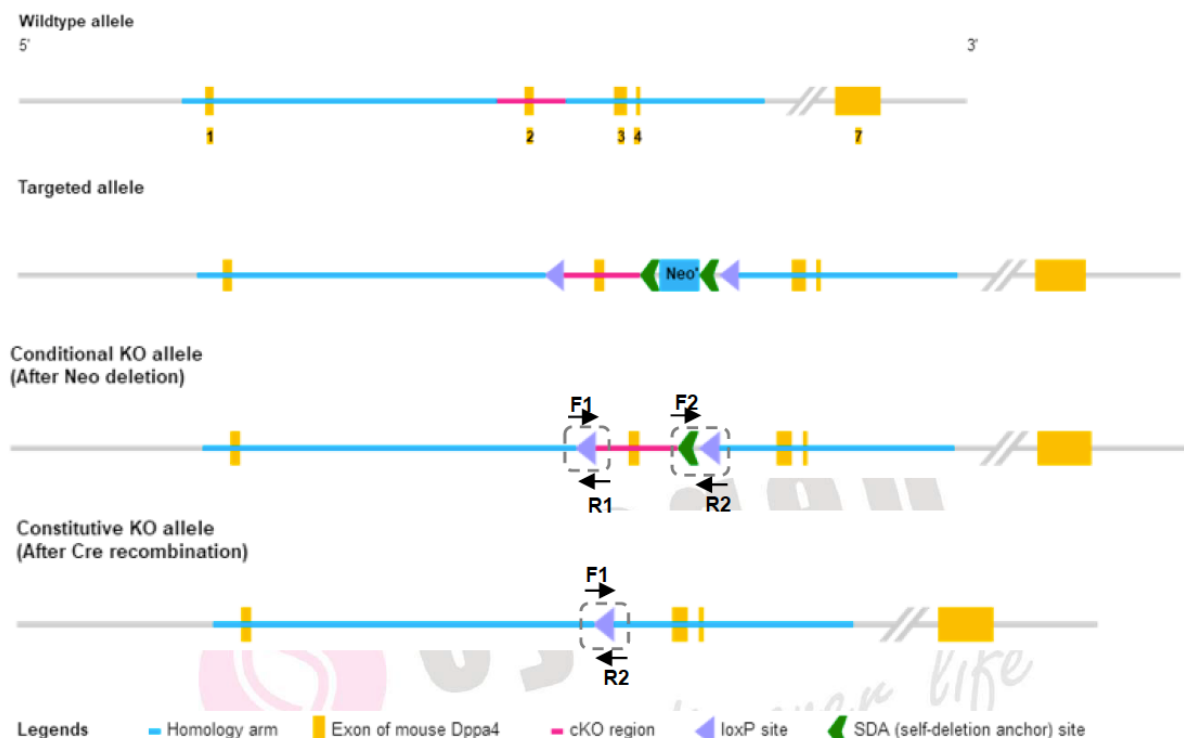

#### Primers for LoxP PCR

loxP-F (F1): 5'-TGTGCCCATATCTTCGAGGCTTTCC-3'

loxP-R (R1): 5'-AGAGCATCATCTGAATAACCAACCTG-3'

Expected PCR product: Wildtype 329bp, Targeted 385bp

#### Primers for Neo deletion PCR:

Neo-del-F (F2): 5'-CCTAGCTGGGTCTTACCTCATTA-3'

Neo-del-R (R2): 5'-AACAAGTGCAAAGTGCCTCATTG-3'

Expected PCR Product: Wildtype: 181 bp; Targeted: 300 bp

#### Primers for targeted allele:

Neo-del-F (F2): 5'-CCTAGCTGGGTCTTACCTCATTA-3'

Neo-del-R (R2): 5'-AACAAGTGCAAAGTGCCTCATTG-3'

Wildtype: 181 bp; Homozygotes: 300 bp; Heterozygotes: 300 bp/181 bp

#### Primers for Cre transgene:

Forward1: 5'-CATATTGGCAGAACGAAAACGC-3'

Reverse1: 5'-CCTGTTTCACTATCCAGGTACGG-3'

Cre amplicon: 413 bp

#### Primers for constitutive KO allele:

loxP-F (F1): 5'-TGTGCCCATATCTTCGAGGCTTTCC-3'

Neo-del-F (F2): 5'-CCTAGCTGGGTCTTACCTCATTA-3'

Neo-del-R (R2): 5'-AACAAGTGCAAAGTGCCTCATTG-3'

Wildtype allele: 181 bp; Conditional KO allele: 300 bp; Constitutive KO allele: 216 bp

### Dppa2/4 double conditional knockout mouse model

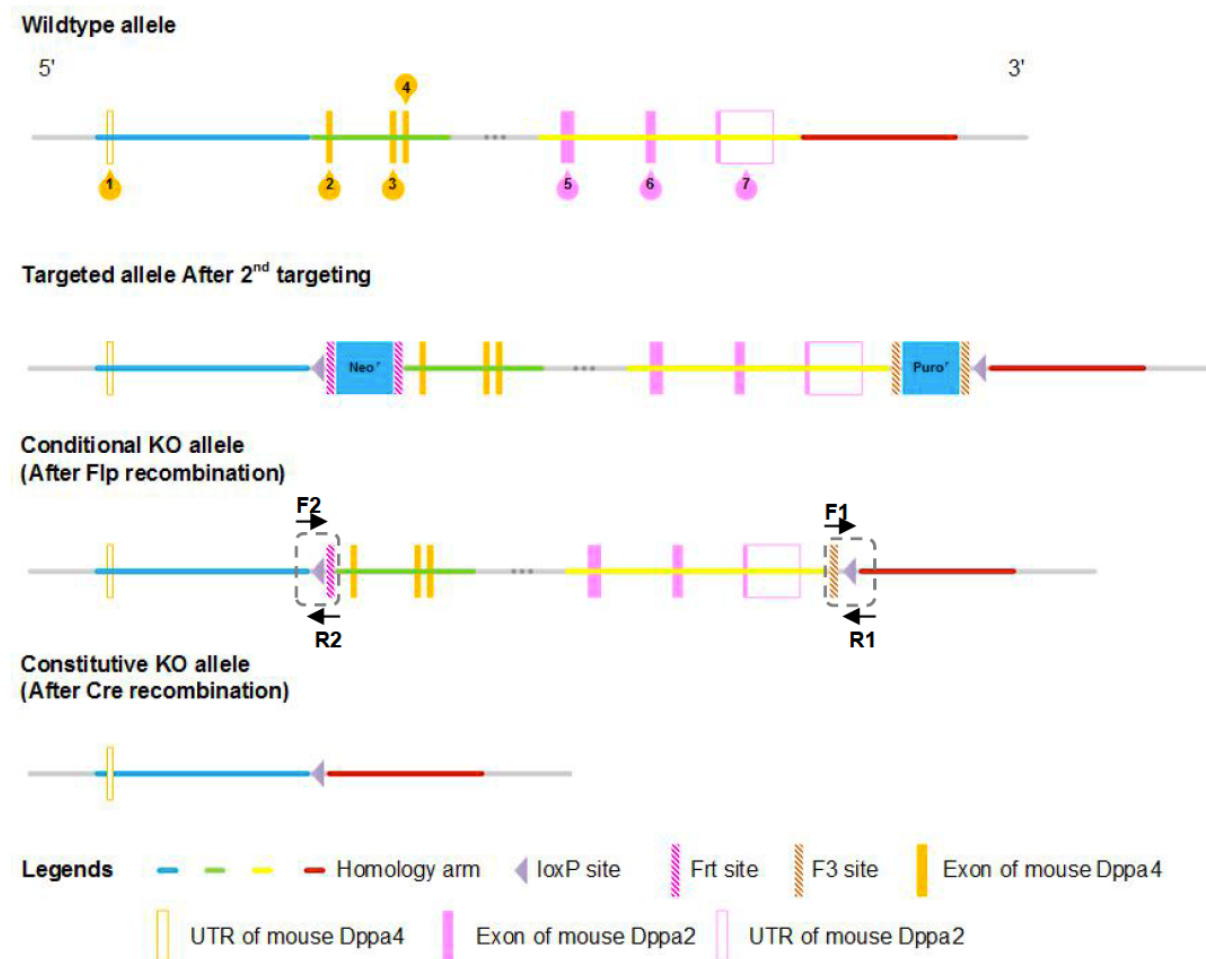

*Primers for Puro deletion PCR:*

Puro-del-F (F1): 5'-CTTGGAAGTCTGAGCCCCCCC-3'

Puro-del-R (R1): 5'-GGGCTGAGGTAGAATTAGTTCC-3'

Expected PCR Product: Wildtype: 220 bp; Targeted: 352 bp

*Primers for Neo deletion PCR:*

Neo-del-F (F2): 5'-ATGTCACAGCGCAAGCCATTG-3'

Neo-del-R (R2): 5'-GGCAACATAAAAAACAGGCTCA-3'

Expected PCR Product: Wildtype: 163 bp; Targeted: 291 bp

*Primers for targeted allele:*

Neo-del-F (F2): 5'-ATGTCACAGCGCAAGCCATTG-3'

Neo-del-R (R2): 5'-GGCAACATAAAAAACAGGCTCA-3'

Wildtype: 163 bp; Homozygotes: 291 bp; Heterozygotes: 291 bp/163 bp

*Primers for Cre transgene:*

Forward1: 5'-CATATTGGCAGAACGAAAACGC-3'  
Reverse1: 5'-CCTGTTTCACTATCCAGGTTACGG-3'  
Cre amplicon: 413 bp

*Primers for constitutive KO allele:*

Neo-del-F (F2): 5'-ATGTCACAGCGCAAGCCATTG-3'  
Neo-del-R (R2): 5'-GGCAACATAAAAAACAGGCTCA-3'  
Wildtype allele: 163 bp; Conditional KO allele: 291 bp

Neo-del-F (F2): 5'-ATGTCACAGCGCAAGCCATTG-3'  
Puro-del-R (R1): 5'-GGGCTGAGGTAGAATTAGTTCC-3'  
Constitutive KO allele: 401 bp

**Table S1. Gene lists and expression values relating to Figure 3.**

[Click here to download Table S1](#)

How the deposited data were processed for this re-analysis (not part of the article)

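Single-embryo RNA-seq was analysed for 44 two-cell embryos: 14 Dppa2/4+/+ embryos, 15 Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 5 Dppa2/4+/- embryos sired by Dppa2/4+/- males and 10 Dppa2/4-/- embryos, from 6 litters. Group and litter of each embryo were taken from its label. The genotypes of the embryos sired by Dppa2/4+/- males had been assigned by the authors from *Dppa2* and *Dppa4* transcripts, and were used as given.

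The authors trimmed the reads, mapped them to GRCm38 with HISAT2, kept reads with a MAPQ of at least 20, and quantified 35269 mRNA probes in SeqMonk without regard to strand; the deposited values are log2 RPM. Genes without reads hold the value of 0.9 read in the deposited log2 values. The number of reads behind each value was recovered from this step (99.9997% of values within 0.05 read of a whole number). Total reads per embryo ranged from 247667 to 3163026. A gene needs about 3 reads to be told from 0, and the depths cover counting error only, since reads without molecular identifiers are not independent molecules. No 2 columns held identical values.

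Genes with a mean log2 RPM of at least 0 (16412 genes) were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), with the 4 groups in a single model and Benjamini-Hochberg adjustment at 0.05. The paper's text does not name its test for differential expression. Scores over short lists of ZGA (34), maternal (33) and 2C-like (31) genes were compared by permutation of embryos, with 100000 resamples or exactly where a group had fewer than 10 embryos, and adjusted over the 9 comparisons. These permutations did not take litter into account. The lists stand in for those of the paper, which were not used here. Similarity was measured by permutational analysis of variance (vegan 2.7.1). Coordinates come from the deposited table and the GENCODE annotation of GRCm38.

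The test was tested on simulated counts with the depths of the embryos, in which 200 of 16412 genes were changed by 3 on the log2 scale. It recovered 188 (94.0%), 160 (80.0%) and 182 (91.0%) of them in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, Dppa2/4+/- embryos sired by Dppa2/4+/- males and Dppa2/4-/- embryos, with 2241, 25 and 39 false calls. The changed genes were drawn only from those above a minimum mean RPM, and the embryos were simulated without litter effects. The shares recovered therefore do not hold for genes at lower levels or where litters differ. The false calls in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males follow from the value given to genes without reads at unequal depth, and the common floor at 1.86 was added for this reason after the values had been examined.

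The genes named were fixed beforehand as those named in the paper's text and Fig. S3D, the 10 genes with the largest difference between Dppa2/4-/- embryos and Dppa2/4+/+ embryos among those past the threshold whose litter means lay on the same side, and up to 3 genes of each list with the highest level. Alternatives covered the genes kept, the scaling of embryos, floors, the treatment of litter and mating number, weights, and leaving out litters or embryos. Tests based on negative binomial counts had been set for deposited counts and were not run on these log2 values; limma voom on the recovered reads was added after the values had been examined. *MERVL* was not analysed here. Figures were drawn with matplotlib 3.10.9.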

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

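All tests of explanations in this part were chosen after the result was seen. In groups and litters of 4 to 10 embryos, the embryo farthest from the others was compared with the range for 174 combinations of a measure and a group, and 14 stood apart, where chance gives about 8.7.

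Embryos j and k of the Dppa2/4+/+ embryos, from litters 1 and 2, account for 6 of the 14. Embryo j stood at -0.60 log2 RPM for *Fbxw4* and for *Gm17018*, without a read of either, at -0.45 for *Cdkn1a* and at 6.34 for *Klf17*. Embryo k stood at -0.09 for *Fbxw4* and *Gm17018*. *Fbxw4* and *Gm17018* overlap and are not independent. Shallow sequencing was tested by depth: the shallower of the 2 embryos had 1065975 total reads, above the median of 1019539 over all embryos. A smaller number of genes captured in these libraries was tested by drawing every embryo down to equal depth. The 2 embryos then had the fewest genes detected, with ranks 1 and 2 of 44, so low capture remains as a candidate explanation. No biological explanation was tested, because no condition sets these embryos apart from the others of their group.

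Among the other 8, 3 concern embryo c of litter 1 of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, with 4.40 for *Serinc1*, 1.82 for *Tuba3b* and 7.89 for *Sp110*. In litter 2 of that group, *Npm1* was 9.93 in embryo h and *Omt2b* was 13.55 in embryo k. In the Dppa2/4+/- embryos sired by Dppa2/4+/- males, *Omt2b* was 10.76 in embryo e, the only one of the second litter, so that embryo and litter cannot be told apart. In the Dppa2/4-/- embryos, *Serinc1* was 3.68 in embryo j (7 reads) and *Slc34a2* was 8.09 in embryo e. No explanation was tested for these 8.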

How the results depend on the processing

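Alternatives were set before the data were examined, except the common floor at 1.86, log2(RPM + 1), limma voom on recovered reads, total reads as a covariate and reads drawn down to the shallowest embryo, which were chosen after seeing the data. Planned but not run were edgeR and DESeq2, which had been set for deposited counts, and a pseudocount of 0.1, which applies to linear values. With the common floor, *Duxf3* is at 1 value in every embryo of Dppa2/4-/- embryos and Dppa2/4+/+ embryos, so that setting gives no difference.

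The number of genes called between Dppa2/4+/+ embryos and Dppa2/4-/- embryos (12) was 3 with only these 2 groups in the model, 5 with embryos re-centred on the median and 5 with quantile normalization, 2 with litter as a random effect and 2 with litter means, 23 with mating number as a replicate block, 989 with array weights, 267 without litter 1 of Dppa2/4+/+ embryos and 215 without litter 1 of Dppa2/4-/- embryos. It was 3 with the common floor, 6 with log2(RPM + 1), 3 with total reads as a covariate and 5.5 (median of 10 draws) with reads drawn down. The 10 higher against 2 lower became 3 against 2 with median centring and with quantile normalization.

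The number for the Dppa2/4+/- embryos sired by Dppa2/4+/+ males (4054, of which 86.5% higher) was 11973 without a filter, 981 with a mean of at least 3, 802 with quantile normalization (373 higher, 429 lower), 2354 with a floor at 0, 127 without litter 1 of Dppa2/4+/+ embryos and 134 without litter 2 of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males. With litter as a random effect, with litter means, and with total reads as a covariate it was 0, with 3471, 1745 and 2076 genes at an unadjusted p under 0.05. It was 745 with the common floor, 771 with log2(RPM + 1), 2647 with voom and 547 with reads drawn down. With median centring, 2189 were higher and 812 lower.

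The number for the Dppa2/4+/- embryos sired by Dppa2/4+/- males (2) was 9 with 2 groups in the model and 9 with array weights, 1 with a mean of at least 3, 4 with quantile normalization, 0 with litter as a random effect and 0 with litter means (560 and 391 genes at an unadjusted p under 0.05), and 86 without litter 1 of Dppa2/4+/+ embryos. It ranged from 0 to 76 over the 5 fits that each left out one embryo; the 0 had 1313 genes at an unadjusted p under 0.05. It was 5 with the common floor, 1 with log2(RPM + 1), 8 with voom and 5 with total reads as a covariate. The genes shared by all 3 comparisons (0) became 2 with 2 groups in the model, 2 with array weights and 44 without litter 1 of Dppa2/4+/+ embryos.

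The difference between Dppa2/4-/- embryos and Dppa2/4+/- embryos sired by Dppa2/4+/- males (*Dppa2* and *Dppa4*, which follow from the assignment) ranged from 0 to 2 over the 5 fits that each left out one embryo; the 0 had 414 genes at an unadjusted p under 0.05. The 113 genes between litters of Dppa2/4+/+ embryos became 0 with a mean of at least 3 (1189 genes at an unadjusted p under 0.05) and 26 with the common floor. The 2481 genes between litters of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males stayed between 2090 and 2476 over the alternatives run.

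The log2 differences of *Dppa2* and *Dppa4* in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males lost an adjusted p under 0.05 with litter as a random effect (-1.93 and -1.60) and without litter 2 (-1.15 and -0.67). That of *Duxf3* did with quantile normalization (0.48), litter as a random effect (1.52), without litter 2 (1.26) and with the common floor (0.13).

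The ZGA score reversed in the Dppa2/4-/- embryos with median centring (-0.08), and in the Dppa2/4+/- embryos sired by Dppa2/4+/- males with the median over genes (-0.15); leaving out one embryo of the Dppa2/4+/- embryos sired by Dppa2/4+/- males gave from -0.03 to 0.28. The maternal score in the Dppa2/4-/- embryos lost a p under 0.05 with median centring (0.39), without litter 1 of Dppa2/4+/+ embryos (0.29) and without litter 1 of the Dppa2/4-/- embryos (0.42). In the Dppa2/4+/- embryos sired by Dppa2/4+/+ males it did without litter 1 of Dppa2/4+/+ embryos (0.56) and without litter 2 (0.48). In the Dppa2/4+/- embryos sired by Dppa2/4+/- males it did without litter 1 of Dppa2/4+/+ embryos (0.36), with the median over genes (0.72), and in 4 of the 5 fits that left out one embryo (0.80, 0.84, 0.53 and 0.60, with an exact permutation p of 0.065, 0.052, 0.17 and 0.15); the remaining one, without embryo e, gave 1.08. The 2C-like score in the Dppa2/4-/- embryos reversed with median centring (-0.17), quantile normalization (-0.25), without litter 1 (-0.31) and with the common floor (-0.01), and passed without litter 2 (1.22). In the Dppa2/4+/- embryos sired by Dppa2/4+/+ males it lost a p under 0.05 with median centring (0.78), quantile normalization (0.67) and without litter 1 of Dppa2/4+/+ embryos (1.11), and reversed without litter 2 (-0.09). In the Dppa2/4+/- embryos sired by Dppa2/4+/- males it passed with median centring (0.98) and quantile normalization (0.94) and without embryo e (1.53, exact permutation p = 0.002); leaving out one of the other 4 gave from 0.62 to 1.04. Median centring lowers all differences between Dppa2/4-/- embryos and Dppa2/4+/+ embryos by nearly the same amount, so the reversals under it are of differences near 0 and share one cause. The cause of the other changes was not tested.

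Of single genes between Dppa2/4-/- embryos and Dppa2/4+/+ embryos, *Omt2b* (0.18) reversed by this shift with median centring (-0.13), and with array weights (-0.02), without litter 1 of Dppa2/4+/+ embryos (-0.28) and without litter 1 of Dppa2/4-/- embryos (-0.33). *Ccnb1* (0.30) reversed by the same shift (-0.01) and without litter 2 of Dppa2/4-/- embryos (-0.09), *Slc34a2* (0.08) by the same shift (-0.24) with median centring and *Ubtfl1* without litter 1 of Dppa2/4+/+ embryos (0.05). Among the other results for single genes, 62 were weaker and 5 stronger. The share of variance of the 4 groups stayed between 10.8% and 16.2%, with a permutation p under 0.05 in each alternative run. None of these alternatives took litter into account, so they do not show a difference between groups beyond that between litters. Depth limits genes with few reads: in the shallowest embryo, 1 read is already above 1.86 log2 RPM.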

Differences from the paper's values

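The paper reports 93 genes between Dppa2/4+/+ embryos and Dppa2/4-/- embryos, and 12 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the nearest gave 215 and 267.

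The paper reports 6 genes shared by the 3 comparisons, and 0 were called here. The alternatives set for this count before the data were examined gave 0, 2 or 44. *Dppa4* was called in all 3 comparisons with only the 2 groups compared in the model, and *Ptov1* without embryo e of the Dppa2/4+/- embryos sired by Dppa2/4+/- males. The call of *Dppa4* in the Dppa2/4-/- embryos follows from the assignment of these embryos. Of the 6 genes in Fig. S3D, array weights called *Fbxw4*, *Gm17018*, *Lmo1* and *Ptov1* in the Dppa2/4-/- embryos in addition to *Dppa4*, and leaving out litter 2 of Dppa2/4+/+ embryos called *Ptov1*. Leaving out embryo e of the Dppa2/4+/- embryos sired by Dppa2/4+/- males called *Fbxw4*, *Gm17018*, *Lmo1* and *Ptov1* there in addition to *Serinc1*, and *Ptov1* in the Dppa2/4-/- embryos.

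For the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, Fig. S3C sums to about 650 genes, read by eye, against 4054 here. Quantile normalization, set before the data were examined, gave 802, within 1.5 times of the paper's number, and the others set beforehand did not. The common floor (745), log2(RPM + 1) (771) and reads drawn down to the shallowest embryo (547) also did, and were chosen after seeing the values.

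For the Dppa2/4+/- embryos sired by Dppa2/4+/- males, Fig. S3C sums to about 41 genes, read by eye, against 2 here. None of the alternatives set before the data were examined came within 1.5 times; the nearest gave 76 and 86.

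In Fig. S3A the lowest point for *Dppa4* among the Dppa2/4-/- embryos lies at about -3.4, read by eye, whereas the lowest deposited value is -1.44. No alternative applies to this value.

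The paper states that maternal transcripts did not change. The score over a short maternal list, which is another list than the paper's, was higher by 0.70 in the Dppa2/4-/- embryos and by 0.97 in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males. The first difference lost a permutation p under 0.05 in 3 of 9 alternatives (0.39, 0.29 and 0.42). The second lost it in 2 of 9 (0.56 and 0.48). Litter and group cannot be told apart in either comparison.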

Other observations

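Splits of single embryos were part of the procedure from the start; all other tests in this part were chosen only after the gene counts were seen, and for the splits of litters the expected outcome was written down before they were run.

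Other splits of the same embryos were compared with the real one, 100 in each case with the real one included. For Dppa2/4+/+ embryos and Dppa2/4-/- embryos, 2 of 100 splits gave at least 12 genes, and for Dppa2/4+/+ embryos and Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 1 of 100 gave at least 4054, which was the real one. For Dppa2/4+/+ embryos and Dppa2/4+/- embryos sired by Dppa2/4+/- males, 23 of 100 gave at least 2 genes. For the Dppa2/4-/- embryos and Dppa2/4+/- embryos sired by Dppa2/4+/- males, exchanged within litters, 6 of 100 gave at least 2 genes. The 2 genes of the real split are *Dppa2* and *Dppa4*, which follow from the assignment of the embryos, so this share is no test of the genotype. For the genes shared by 3 comparisons the real count is 0, so all 100 reach it. For litters, 1 of 100 splits of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males gave at least 2481 genes and 2 of 100 splits of Dppa2/4+/+ embryos at least 113.

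Splits that follow litters and mix genotypes were compared with the real ones. With Dppa2/4+/+ embryos and Dppa2/4+/- embryos sired by Dppa2/4+/+ males only, the 2 litters of Dppa2/4+/+ embryos against the other 2 gave 3953 genes, and the split that joined litter 1 of Dppa2/4+/+ embryos with litter 1 of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males gave 2593. The order was reversed with the common floor, at 603 and 2411. The remaining split, which joined litter 1 of Dppa2/4+/+ embryos with litter 2 of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, gave 1 gene, and 3 with the common floor. With Dppa2/4+/+ embryos and Dppa2/4-/- embryos only, the real split gave 3 genes and the split that joined litter 1 of Dppa2/4+/+ embryos with litter 2 of the Dppa2/4-/- embryos gave 400. These were 17 and 378 with the common floor. The remaining split, which joined litter 1 of Dppa2/4+/+ embryos with litter 1 of the Dppa2/4-/- embryos, gave 1 gene, and with the common floor none. Litter and genotype cannot be told apart in these comparisons.

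Over all 44 embryos, 2645 genes were called between the litters of Dppa2/4 m- females and those of Dppa2/4+/+ females. Of the 15 splits of the 6 litters into 4 and 2, 4 gave as many genes, the real one included, and 5 did with the common floor. The split with the most genes, 4297, set litter 2 of Dppa2/4 m- females with Dppa2/4+/+ males and litter 1 of those with Dppa2/4+/- males apart from the rest, with 4153 under the common floor. These are the litters with mean 2C-like scores of 1.41, 1.07 and 0.75 in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, Dppa2/4+/- embryos sired by Dppa2/4+/- males and Dppa2/4-/- embryos, against means below 0 in the other litters. For major ZGA transcripts, the paper states that the embryos do not cluster by litter (Fig. 3E); the 2C-like list is another set of genes. This difference was found by comparing all 15 splits, and what sets these litters apart was not tested.

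More genes were called higher than lower in the Dppa2/4+/- embryos sired by Dppa2/4+/+ males, 86.5% of 4054. With the common floor the share was 54.9%, and simulated embryos of the same depth with no changed gene gave a median of 2131.5 higher calls. The excess of higher calls is consistent with the value of 0.9 read given to genes without reads at unequal depth. The common floor gave 745 calls and reads drawn down to equal depth a median of 547, counts whose overlap was not taken, whereas total reads as a covariate gave 0 (2076 genes at an unadjusted p under 0.05). Depth differs between these groups, so that the covariate also removes differences of the groups and cannot decide the matter. With the common floor, simulated embryos of these depths without a changed gene gave a median of 0 and at most 1 call, against 745. These values and the 547 calls at equal depth argue against counting error at unequal depth as the source of the remaining calls. Other effects tied to depth are left open, and litter and genotype cannot be told apart. The deposited *Duxf3* values of the Dppa2/4+/- embryos sired by Dppa2/4+/+ males fit an effect of the value given to genes without reads. Their difference had an adjusted p of 0.52 (limma) under the common floor.

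The Dppa2/4-/- embryos of litter 1 had 15 *Dppa2* reads, in 3 of 3 embryos, and 0 *Dppa4* reads, and those of litter 2 had 0 *Dppa2* reads and 11 *Dppa4* reads, in 3 of 7 embryos. By embryos, *Dppa2* differed between litters (Fisher's exact test, p = 0.0083) and *Dppa4* was not shown to (p = 0.48). Carry-over from other embryos would bring both transcripts in the ratio of Dppa2/4+/+ embryos, 2.68 *Dppa2* reads to 1 *Dppa4* read, in both litters. The reads of the 2 genes were split by litter (Fisher's exact test, p = 1.3e-07), but this test was prompted by the same reads, and reads within an embryo are not independent. Carry-over is therefore not excluded. Depth was tested too: at the level of litter 1, litter 2 would have had 24.5 *Dppa2* reads, and it had 0. Litter 2 had 7236128 total reads in its 7 embryos, against 4427219 in the 3 embryos of litter 1. The expected number scales a few reads that are not independent and that prompted the test, so depth is not excluded either. Which part of either gene the reads come from was not analysed here, so that no biological explanation was tested.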
